# A Bioactive Extract Rich in Triterpenic Acid and Polyphenols from *Olea europaea* Promotes Systemic Immunity and Protects Atlantic Salmon Smolts Against Furunculosis

**DOI:** 10.3389/fimmu.2021.737601

**Published:** 2021-11-12

**Authors:** Ricardo Salomón, M. Dolors Furones, Felipe E. Reyes-López, Lluis Tort, Joana P. Firmino, M. Angeles Esteban, Cristóbal Espinosa Ruíz, José C. Quintela, José M. Pinilla-Rosas, Eva Vallejos-Vidal, Enric Gisbert

**Keywords:** feed additive, *Olea europaea*, aquaculture, *Aeromonas salmonicida*, challenge, systemic immunity, *Salmo salar*, immune homeostasis

## Abstract

In the present study, the modulation of the transcriptional immune response (microarray analysis) in the head kidney (HK) of the anadromous fish Atlantic salmon (*Salmo salar*) fed a diet supplemented with an olive fruit extract (AQUOLIVE^®^) was evaluated. At the end of the trial (133 days), in order to investigate the immunomodulatory properties of the phytogenic tested against a bacterial infection, an *in vivo* challenge with *Aeromonas salmonicida* was performed. A total number of 1,027 differentially expressed genes (DEGs) (805 up- and 222 downregulated) were found when comparing the transcriptomic profiling of the HK from fish fed the control and AQUOLIVE^®^ diets. The HK transcripteractome revealed an expression profile that mainly favored biological processes related to immunity. Particularly, the signaling of i-kappa B kinase/NF-kappa and the activation of leukocytes, such as granulocytes and neutrophils degranulation, were suggested to be the primary actors of the innate immune response promoted by the tested functional feed additive in the HK. Moreover, the bacterial challenge with *A*. *salmonicida* that lasted 12 days showed that the cumulative survival was higher in fish fed the AQUOLIVE^®^ diet (96.9 ± 6.4%) than the control group (60.7 ± 13.5%). These results indicate that the dietary supplementation of AQUOLIVE^®^ at the level of 0.15% enhanced the systemic immune response and reduced the *A*. *salmonicida* cumulative mortality in Atlantic salmon smolts.

## 1 Introduction

The worldwide production of farmed Atlantic salmon (*Salmo salar*) has progressively increased from 294 t in its inception in 1970 up to 2,615,962.4 t in 2019, with Norway and Chile being the main producers with 1,364,042 t (52.1%) and 701,731 t (26.9%), respectively (1). This flourishing industry has grown focusing their efforts on profitability, competitiveness, and sustainable development; however, disease is the biggest risk to the industry, since it undermines financing and market development. In particular, infectious diseases represent a major problem in worldwide salmon farming, despite the successful development and application of vaccines against a wide range of pathogens and the implementation of management practices for fighting against parasites (2). In this sense, intensified production systems and climate change will favor the occurrence of disease outbreaks due to the farming of more stressed and immuno-compromised animals in farms, and the evolution and spread of more virulent pathogens. This qualifies aquatic animal diseases as one of the major limiting factors for aquaculture development (3, 4).

Although in recent years, there has been a drastic reduction in antibiotic use in some countries due to vaccination and improved husbandry practices, the use of antimicrobials is still a common practice in order to avoid and mitigate potential production and economic losses derived from outbreaks of pathogenic organisms (5, 6). In this sense, the academy and the industry have merged efforts in order to develop, test, and validate sustainable and environmentally friendly alternative treatments in order to prevent disease outbreaks and to reduce the use of chemotherapeutic drugs. Among the repertoire of tested strategies (7, 8), functional feeds are considered as one of the most affordable and sustainable preventive solutions (9). Feeds that provide physiological benefits beyond the animal’s basic nutritional requirements are named as functional feeds, and their use has progressively gained attention within the aquaculture. Feed additives may be divided into different categories considering the purpose of their use (nutritional, sensorial, and functional additives), which also affects their chemical nature and mode of action (10, 11). In this sense, functional feed additives with immunomodulatory properties and capacity of relieving stress and promoting disease resistance in farmed animals are of interest as sustainable health management strategies. The most widely evaluated functional feed additives, as immunostimulants, are probiotics, prebiotics, symbiotics, acidifiers, nucleotides, and phytogenics (10, 12). Among them, phytogenics are reputed for their growth-promoting effects, as well as their antimicrobial, antioxidant, anti-inflammatory, immunostimulant, and anti-stress properties (10), representing a promising effective and sustainable prophylactic tool to be implemented in health management in front of bacterial and parasitic infections (13, 14).

Fruits and leaves of the olive oil tree (*Olea europaea* L.) contain significant amounts of hydrophilic and lipophilic bioactives including flavones, phenolic acids, phenolic alcohols, secoiridoids, and hydroxycinnamic acid derivates (15). As a result of their anti-inflammatory, antioxidant, and antimicrobial actions, olive-derived phytogenics have shown beneficial health effects in human (16–18) and livestock (19–21) health. However, limited information is available on their effects on aquaculture fish species (22). In pigs (20) and fish (22), an olive-oil bioactive extract, containing a mixture of triterpenic acid and polyphenols, had anti-inflammatory and immunomodulatory properties in the intestine, while it also enhanced the integrity of the epithelium. In addition, a recent study showed that these compounds were able to reduce systemic inflammation in cattle (21). Regardless of these results, little is known about the immunomodulatory effects of this olive-oil bioactive extract on the systemic immune response and its potential use as a functional feed additive in aquafeeds for promoting disease resistance in fish.

The objective of the present study was to evaluate the effects of a diet supplemented with an olive-oil bioactive extract rich in polyphenols and triterpenic acid (AQUOLIVE^®^; NATAC Biotech SL, Spain) on the systemic immune response and disease resistance in Atlantic salmon smolts. For this purpose, Atlantic salmon parrs were smoltified with a diet supplemented with AQUOLIVE^®^. The levels of several humoral immune parameters were measured and the transcriptomic profiling of the head kidney (HK) analyzed by means of a microarray, whereas the potential protection of the tested feed additive was validated by means of an *in vivo* challenge with a pathogenic bacteria (*Aeromonas salmonicida*). This bacterium was chosen because it is the causative agent of furunculosis, which has been recognized as a threat for the salmon industry, reaching mortality rates up to 50%, even though it may be controlled by the administration of antibiotics and oil-based vaccines (2). However, assessing alternative more sustainable and affordable strategies based on the administration of functional feeds is advisable.

## 2 Material and Methods

### 2.1 Diets

To evaluate the immunomodulatory properties of the phytogenic obtained from olive fruit, two isoproteic (40% crude protein), isolipid (22% crude fat), and isoenergetic (21.6 MJ/kg gross energy) diets were formulated in order to fulfill the nutritional requirements of juvenile Atlantic salmon (23). Diets named as control and AQUOLIVE^®^ were formulated to contain 17.5% fishmeal LT70, 2.5% fish protein concentrate, 55% plant-protein sources (soy protein concentrate, wheat and corn gluten faba beans, and wheat meal), and 10% fish oil and only differed in their content of the tested phytogenic (0.15%). The AQUOLIVE^®^ was obtained by NATAC Biotech SL (proximate composition: 69.23% carbohydrates, 8.19% crude lipids, 0.41% crude proteins, 9.11% salts, and 3.06% water) which contained 10% olive bioactive compounds (8.0% triterpenic acid and 2% polyphenols).

Diets were manufactured by Sparos Lda. The main ingredients were ground (below 250 μm) in a micropulverizer hammer mill (SH1; Hosokawa Micron, B.V., Doetinchem, The Netherlands). Powder ingredients and oils were then mixed according to the target formulation in a paddle mixer (RM90; Mainca, S.L., Granollers, Spain). All diets were manufactured by temperature-controlled extrusion (pellet sizes: 2 and 3 mm) by means of a low-shear extruder (P55; Italplast S.R.L., Parma, Italy). Upon extrusion, all feed batches were dried in a convection oven (OP 750-UF; LTE Scientific, Oldham, UK) for 4 h at 45°C. Samples of each diet were taken for proximate composition analysis (24) and additive quantification (information provided by the manufacturer). Feeds were stored at 4°C during the experimental period (146 days) in order to prevent their oxidation. The list of ingredients and the proximate composition of experimental diets are shown in **Table 1**.

**Table 1:** List of ingredients and proximal composition of experimental diets: control and a basal diet supplemented with AQUOLIVE^®^.

Ingredients, %	Control diet	AQUOLIVE^®^ diet
Fishmeal LT70	17.5	17.5
Soy protein concentrate	20.0	20.0
Fish protein concentrate	2.5	2.5
Wheat gluten	9.0	9.0
Corn gluten	5.0	5.0
Faba beans	5.0	5.0
Wheat meal	16.23	16.08
Fish oil	12.0	12.0
Vitamin and mineral premix	1.0	1.0
Soy lecithin	0.5	0.5
Vitamin C35%	0.07	0.07
Monocalcium phosphate	3.0	3.0
Rapeseed oil	7.0	7.0
Betaine HCI	1.0	1.0
DL-Methionine	0.2	0.2
AQUOLIVE^®^	–	0.15
**Proximate composition**		
Crude protein, %	40.03	40.02
Crude fat, %	22.15	22.15
Fiber, %	1.75	1.74
Starch, %	13.02	12.93
Ash, %	8.74	8.89
Gross Energy, MJ/kg	21.60	21.58

### 2.2 Fish and Experimental Design

A total of 1,500 unvaccinated Atlantic salmon parrs were obtained from a commercial fish farm (SARL SALMO, Gonneville-le-Thiel, France) and transported by road to IRTA-Sant Carles de la Ràpita research facilities (Sant Carles de la Ràpita, Spain). Once at IRTA facilities, fish were acclimated in two 2,000-l tanks connected to an open-flow system (water temperature: 12°C ± 1.5°C) for 2 weeks under a natural photoperiod. During the acclimation period, fish were fed commercial feed (T2-2 Royal Optime, Skretting; proximate composition: 44% crude protein; 21% crude fat; 6.9% crude ash; 2.9% crude fiber) to apparent satiation.

Before the start of the nutritional trial, parrs (n = 696) were gently anesthetized (50 mg/l tricaine methanesulfonate, MS-222, Sigma-Aldrich, Madrid, Spain) and individually measured in body weight (BW) and standard length (SL) to the nearest 0.1 g and 1 mm, respectively. Fish measuring 55.0 ± 0.1 g and 16.2 ± 0.2 mm in BW and SL, respectively, were distributed homogeneously among the 12 experimental tanks (n = 58 fish per tank; 6 replicate tanks per experimental diet). During the trial that lasted 133 days, fish were fed at the daily rate of 3.0% based on the stocked biomass by means of automatic feeders (ARVO-TEC T Drum 2000; ARVO-TEC, Finland). Feed ration was evenly distributed in six meals per day from 07:00 to 17:00 h and regularly adjusted by means of intermediate samplings along the trial according to the stocked biomass in order to guarantee apparent satiation.

The experiment consisted of two different periods with regard to the smoltification process of Atlantic salmon juveniles. During the parr phase (47 days; December 19–February 4), water temperature and pH (pH meter 507; Crison Instruments, Barcelona, Spain), salinity (MASTER-20T; ATAGO Co., Ltd., Tokyo, Japan), and dissolved oxygen (OXI330; Crison Instruments) were 12.2 ± 1.0°C, 7.4 ± 0.3, and 9.4 ± 0.8 mg/l (mean ± SD), respectively (**Supplementary Figure 1**). The water flow rate in experimental tanks was maintained at approximately 9.0 l/min (open-flow system), which guaranteed two full tanks’ water renewal per hour. The photoperiod was 8 h light: 16 h darkness.

Smoltification started on February 5 and lasted 10 days. During this period, water salinity was increased progressively at *ca*. 3 ppt per day until reaching 35 ppt according to SARL SALMO recommendations. The water temperature, pH, and oxygen levels during this period were 12 ± 0.1°C, 7.4 ± 0.3, and 9.6 ± 0.2 mg/l (**Supplementary Figure 1**). The photoperiod during the smoltification period was 24 h light, 0 h darkness. Once fish were transferred to seawater on February 14, the water quality and temperature were maintained by means of a water recirculation system (IRTAmar^®^; Spain) that maintained adequate water quality through UV, biological, and mechanical filtration. The water quality parameters during the rest of the trial were 12.1 ± 0.2°C, 7.4 ± 0.3, and 9.5 ± 0.2 mg/l. Ammonia and nitrite were ≤0.07 and 0.14 mg/l, respectively. Ammonia and nitrites were measured twice per week by means of a portable spectrophotometer (Lovibond MD600, Tintometer GmbH, Germany) using the VARIO Ammonia Salicylate F10 mL (Tintometer GmbH, Germany) and NitriVer^®^ 3 Nitrite Reagent (Permachem^®^ Reagent, Hach Lange, GmbH) assays. The photoperiod during the smolt stage was 24 h light: 0 h darkness. The illumination system for the smolt phase consisted of a led illumination system (Celer, Spain) with a light temperature of 4,000 K and light intensity of 1,540 lumens. At the end of the trial, all fish were netted, anaesthetized with MS-222 as previously described, and individually weighted.

### 2.3 Humoral Immune Parameters

After fish were measured, blood (*ca.* 3 ml) was taken from anaesthetized fish (n = 3 fish per tank) by caudal puncture using heparinized vacutainers with 21 G needles (BD Vacutainer^®^ containing lithium heparin 68 IU) and immediately centrifuged (3,000 *× g* for 15 min at 4°C) to separate plasma.

#### 2.3.1 Peroxidase Activity

The peroxidase activity in plasma samples was measured according to Quade and Roth (25). Samples without plasma were used as blanks. Plates were read at λ = 450 nm in a plate reader (SPECTROstar Nano, BMG LABTECH, Ortenberg, Germany). The peroxidase activity present in each sample was expressed as units/mL.

#### 2.3.2 Protease Activity

The protease activity of plasma was quantified using the azocasein hydrolysis assay (26). Aliquots of 10 μl of plasma were incubated overnight at RT and in agitation with 100 μl of ammonium bicarbonate buffer and 125 μl of 2% azocasein (Sigma-Aldrich) in sterile Eppendorfs. The reaction was stopped by adding 250 μl of 10% trichloroacetic acid (TCA). The mixtures were centrifuged (6,000 *× g* 5 min), 100 μl of the supernatants transferred to a flat-bottomed 96-well plate, and 100 μl of 1 N NaOH added. Optical density was read at λ = 450 nm using a plate reader. Plasma was replaced by trypsin (5 mg/ml, Sigma-Aldrich) for the positive controls (100% of protease activity) or by ammonium bicarbonate buffer for the negative controls (0% of protease activity). The activity for each sample was expressed as % protease activity in relation to the controls.

#### 2.3.3 Antiprotease Activity

The antiprotease activity of plasma was determined by the ability of plasma to inhibit trypsin activity (27). Briefly, 10 μl of plasma samples were incubated (10 min, 22°C) with the same volume of standard trypsin solution (5 mg/ml). After adding 100 μl of 100 mM ammonium bicarbonate buffer and 125 μl of buffer containing 2% azocasein (Sigma-Aldrich), samples were incubated (2 h, 30°C) and, following the addition of 250 μl of 10% TCA, a new incubation (30 min, 30°C) was done. The mixture was then centrifuged (1,500 *× g* 10 min) being the supernatants transferred to a 96-well plate in triplicate containing 100 μl well^−1^ of 1 N NaOH, and the optical density read at λ = 450 nm using a plate reader. For positive control, buffer replaced plasma and trypsin, and for negative control, buffer replaced the plasma. Activity for each sample was expressed as % antiprotease activity in relation to the controls.

#### 2.3.4 Lysozyme Activity

Plasma lysozyme activity was measured by using a turbidimetric method (28) with some modifications. Samples of 20 μl of plasma diluted 1:10 with 0.04 M NaH_2_PO_4_–Na_2_HPO_4_ buffer, pH 6.2, were placed in a flat-bottomed 96-well plate. To each well, 200 μl of freeze-dried *Micrococcus lysodeikticus* in the above buffer (0.3 mg/ml, Sigma-Aldrich) was added as lysozyme substrate. The reduction in absorbance at 450 nm was measured over 15 min at 3-min intervals at RT in a plate reader. One unit of lysozyme activity was defined as a reduction in absorbance of 0.001 per min. The units of lysozyme present in plasma were obtained from a standard curve made with hen egg white lysozyme (HEWL, Sigma-Aldrich). The lysozyme activity for each sample was expressed as μg/mL of hen egg white lysozyme eq. activity.

#### 2.3.5 Bactericidal Activity

Two pathogenic bacteria for fish (*Vibrio anguillarum* and *Vibrio harveyi*) were used in the bactericidal assays. All bacterial strains were grown from 1 ml of stock culture that had been previously frozen at −80°C. The two bacteria were cultured for 48 h at 25°C in Tryptic Soy Agar (TSA, Difco Laboratories) and then inoculated in Tryptic Soy Broth (TSB, Difco Laboratories), both supplemented with NaCl to a final concentration of 1% (w/v). Bacteria in the TSB medium were then cultured at the same temperature, with continuous shaking (100 rpm) for 24 h. Exponentially growing bacteria were resuspended in sterile PBS and adjusted to 10^8^ colony forming units (CFU) per mL.

Bactericidal activity was determined following the method of Stevens et al. (29) using the MTT assay, which is based on the reduction of the yellow soluble tetrazolium salt (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) (MTT, Sigma-Aldrich) into a blue, insoluble formazan product by the mitochondrial succinate dehydrogenase (30). Samples of 20 μl of plasma were added in a flat-bottomed 96-well plate. PBS was added to some wells instead of the samples and served as a positive control. Aliquots of 20 μl of the bacteria previously cultured were added, and the plates were incubated for 5 h at 25°C. After that, 25 μl of MTT (1 mg/ml) was added to each well and the plates were newly incubated for 10 min at 25°C to allow the formation of formazan. Plates were then centrifuged (2,000 g, 10 min), with the precipitates dissolved in 200 μl of DMSO and transferred to a new flat-bottom 96-well plate. The absorbance of the dissolved formazan was measured at 570 nm in a plate reader. Bactericidal activity was expressed as the percentage of no viable bacteria, calculated as the difference between absorbance of bacteria surviving compared to the absorbance of bacteria from positive controls (100%).

### 2.4 Bacterial Challenge

In order to investigate the immunomodulatory properties of the phytogenic compounds against bacterial infection, an experimental bacterial challenge with the strain IRTA-17-44 of *A*. *salmonicida* subsp. *salmonicida* (courtesy of HIPRA culture collection, coded: AS8074) was performed at the end of the nutritional trial. Bacterial suspensions of the selected strain were prepared from a stock stored in glycerol at -80°C. The inoculum was grown in TSA at 23.0 ± 1.0°C for 48 h. The bacterial inoculum was prepared to an OD of λ = 550 nm of 1.2, corresponding to a density of 10^8^ CFU/ml previously established by serial dilutions and plate counting. The bacterial suspension was 10-fold serially diluted in sterile PBS, to prepare the desired inoculum, which was confirmed by CFU’s plate counting. Prior to the challenge trial, an *A*. *salmonicida* (IRTA-17-44) lethal dose of 50% (LD_50_) was determined for the experimental conditions to be assayed. For this purpose, 30 control Atlantic salmon were injected intraperitoneally (IP) with 0.2 ml of three concentrations of *A*. *salmonicida* inoculum, 10^6^, 10^7^, and 10^8^ CFU/mL (10 fish injected with each inoculum concentration). Ten additional fish were injected with PBS as methodological control. The concentration of 10^7^ CFU/mL was established as the nearest LD_50_ (data not shown).

For the challenge trial, 32 Atlantic salmon smolts (BW = 194.0 ± 29.1 g) per each dietary treatment were randomly distributed (https://www.randomizer.org) into quadruplicate tanks (four tanks per dietary treatment), with eight fish per tank (stocking density = 14–16 kg m^-3^). During the acclimation period (5 days), fish were fed *ad libitum* with the same experimental diets used in the nutritional assay. After acclimation, fish were anaesthetized and IP injected with 0.2 ml of 10^7^ CFU/ml of *A*. *salmonicida* (IRTA-17-44).

Both the establishment of the *A*. *salmonicida* LD_50_ and the challenge trial were performed at IRTA’s biosafety challenge room, in 32 cylindrical tanks (100 l) connected to a RAS unit (IRTAmar^®^) equipped with real-time control of oxygen and temperature, mechanical filtration, biofiltration, and ultraviolet disinfection of the water. The outflow water was chlorinated, followed by ozone treatment before being discharged. The water quality conditions in terms of temperature and salinity were 13.1 ± 1.1°C and 32.3 ± 0.4 ppt, respectively.

Fish mortality occurring after 12 h post-injection (hpi) was considered to be induced by the pathogen infection rather than handling stress, since no casualties were found in the control group injected with PBS. During the duration of the challenge (12 days), smolts were supervised every 2 h, six times per day, including weekends. In order to avoid unnecessary suffering, when the animals became moribund (i.e., loss of equilibrium, swollen abdomens, hemorrhaging in the anal area, and erratic swimming), they were euthanized with an overdose of MS-222. At the end of the experiment, all the remaining fish were sacrificed following the same procedure.

Confirmation of cause of death was determined by the recovery of the bacteria from all moribund animals, followed by specific PCR using *A*. *salmonicida* specific primers (31). For this purpose, animals were aseptically opened and a tissue sample of HK was taken and plated on TSA, incubated at 23°C for 72 h. Bacterial colonies were collected from the agar using sterile toothpicks and placed into 200 μl of DNA extraction lysis buffer containing proteinase K, and extractions performed following the manufacturer’s protocol (DNeasy Blood and Tissue Kit, Qiagen, Spain). Extracted DNA was evaluated by spectrophotometry to determine the purity and concentration prior to PCR analysis. Amplification was performed in 25-μl reactions containing Taq polymerase buffer (1×), 0.5 U of Taq polymerase, MgCl_2_ (2 mM), dNTPs (900 μM), and 1 μM of each primer specific for *A*. *salmonicida* [forward primer: 5′-CGGTTTTGGCGCAGTGACG-3′ and reverse primer: 5′-AGGCGCTCGGGTTGGCTATCT-3′; Beaz-Hidalgo et al. (31)]. The conditions for amplification were as follows: initial denaturation of template DNA at 95°C for 10 min, followed by 30 cycles of 1 min at 92°C, 1 min at 55°C, and 1 min at 72°C with a final extension step of 5 min at 72°C. Reactions lacking DNA, and containing genomic DNA of *A*. *salmonicida*, were used as negative and positive controls, respectively. PCR products were separated on a 1.2% (w/v) agarose gel and visualized using ethidium bromide staining. The presence of bands with a size of 422 bp was considered as a positive result.

### 2.5 Transcriptional Analysis

#### 2.5.1 RNA Isolation and Quality Control

At the end of the nutritional assay, the total RNA from the HK of individual fish (n = 18 fish per dietary treatment) was extracted using TRI reagent (Sigma-Aldrich, Sant Louis, MO, USA), according to the manufacturer’s instructions. Total RNA concentration and purity were quantified using a NanoDrop-2000^®^ spectrophotometer (Thermo Scientific, USA) and stored at -80°C for further analysis. Samples were diluted to 133.33 ng/µl concentration and checked for integrity using an Agilent 2100 Bioanalyzer (Agilent Technologies, Spain). All the samples used in this study were selected by the criteria of a RNA Integrity Number (RIN) value >8.5. Three pooled samples for each diet were used for microarray hybridization. Each pool consists in n = 1 fish from each replicate tank per treatment (n = 18 fish per diet, total N = 36 fish) (**Figure 1**). The information regarding individual variability was lost with this choice.

**Figure 1:**
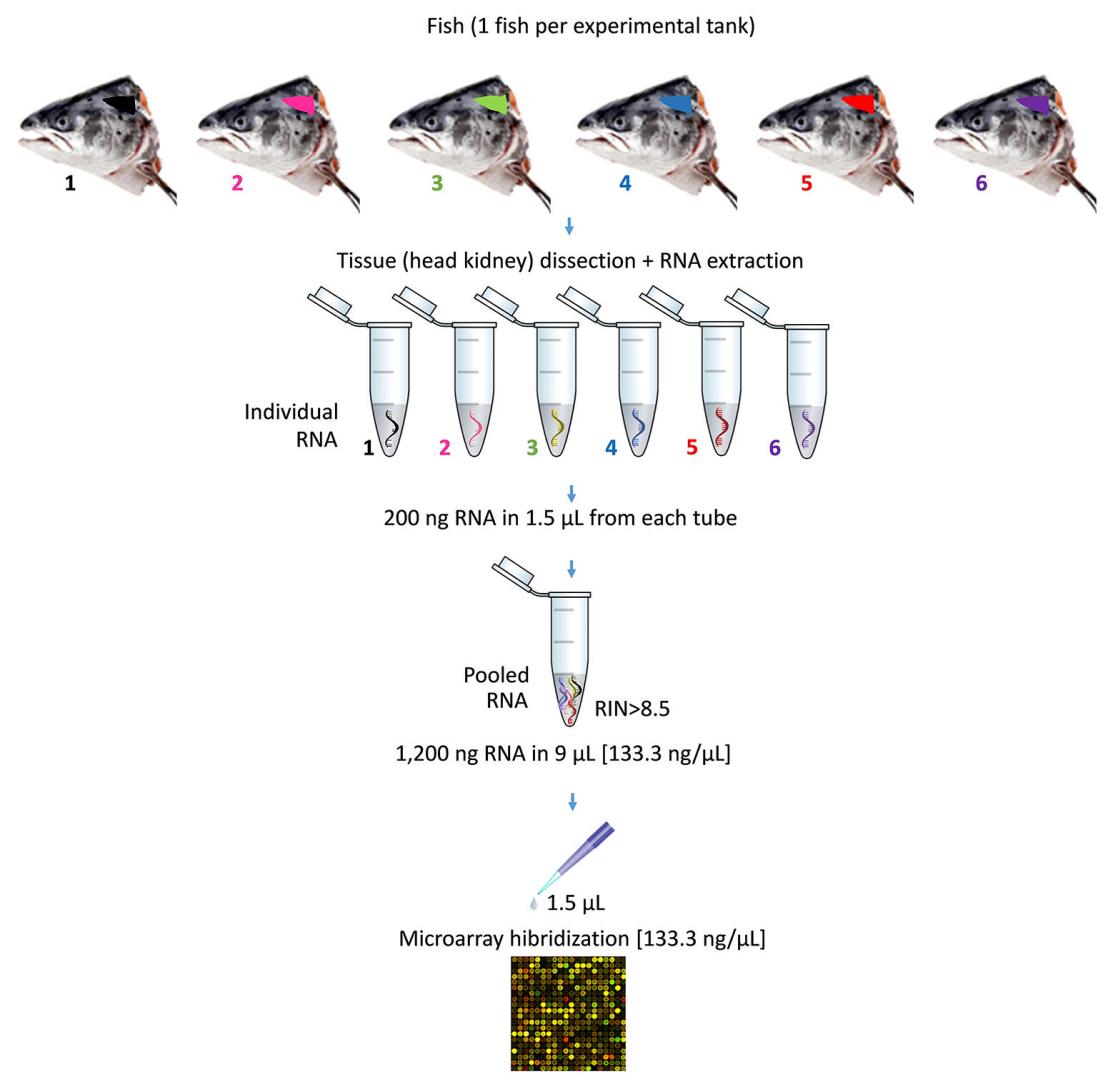
Representation of pooling procedure for microarray hybridization of RNA samples. The diagram describes the pooling of one of the three pools used for each experimental diet. In particular, six individual samples of RNA were obtained from the head kidney of six Atlantic salmon (*S. salar*). Each of sampled fish came from one of the six experimental tank replicates per diet. The pooled RNA was prepared using 200 ng of each individual RNA in 1.5 µl (final volume of the pooled RNA = 9 µl; RNA concentration of the pooled RNA = 133.33 ng/µl). Prior to microarray hybridization, samples of pooled RNA were checked for quality and integrity. Then, pooled RNA were hybridized (1.5 µl; final RNA concentration = 133.33 ng/µl).

#### 2.5.2 Microarray Design and Analysis

Transcriptional analysis was carried out using the custom-commercial *Salmo salar* oligonucleotide microarray platform (AMADID 084881; Gene Expression Omnibus (GEO) access number: GPL28080, Agilent Technologies; USA). Data presented in this manuscript are available in the GEO accession number GSE179142.

The transcriptomic analysis of HK samples from Atlantic salmon smolts was conducted as described by Reyes-López et al. (32). One-color microarray was carried out according to the manufacturer’s protocols. In brief, 200 ng of total RNA from each pooled samples was reverse transcribed with Agilent One Color RNA Spike-In Kit (Agilent Technologies, USA). Then, total RNA was used as template for Cyanine-3 (Cy3)-labeled cRNA synthesis and amplification with the Quick Amp Labeling Kit (Agilent Technologies). cRNA samples were purified using the RNeasy Micro Kit (Qiagen). Dye incorporation and cRNA yield were checked with the NanoDrop ND-2000^®^ spectrophotometer. Then, 1.5 mg of Cy3-labeled cRNA with specific activity >6.0 pmol Cy3 mg-1 cRNA was fragmented at 60°C for 30 min, and then the samples were mixed with hybridization buffer and hybridized to the array (ID 084881, Agilent Technologies) at 65°C for 17 h using the Gene Expression Hybridization Kit (Agilent Technologies). The microarray washes were conducted as recommended by the manufacturer using Gene Expression Wash Buffers (Agilent Technologies) and stabilization and drying solutions (Agilent Technologies). Microarray slides were scanned with an Agilent Technologies Scanner (model G2505B); spot intensities and other quality control features were extracted with Agilent’s Feature Extraction software version 10.4.0.0 (Agilent Technologies). Quality reports were checked for each array. The identification of differential expressed genes was done, as described elsewhere (33). In brief, the bioinformatic package STARS (Nofima, Norway) was used for data processing and mining (34). After filtration of low-quality spots, Lowess normalization of log2-expression ratios (ER) was performed. The differentially expressed genes (DEGs) were selected by difference between the control and the experimental diet following an unpaired *t*-test. Expression values with a *p*-value < 0.05 were considered statistically significant.

#### 2.5.3 Functional Network Analyses: Interactomes

The complete map of interactions that can occur in a living organism (interactome) was obtained from the DEGs obtained in the microarray-based transcriptomic analysis (transcripteractome). The analysis was performed as described elsewhere (32). In brief, the Search Tool for the Retrieval of Interacting Genes (STRING) public repository version 10.0 (https://string-db.org) was used (35). The protein–protein interaction (PPI) network for the differentially expressed genes was conducted with a high-confidence interaction score (value = 0.4). The mechanisms of response in which DEGs are involved were obtained from a comparative analysis based on *Homo sapiens* as a reference organism in order to extract the maximum information currently available. Thus, an *H. sapiens* acronym was assigned based on *S. salar* transcript annotation using UniProt (36) and GeneCards (37) databases. For those genes with no annotation match in salmon, an orthologue *H*. *sapiens* Entrez Gene was assigned based on sequence homology. To do it, we selected the best tBlastX (NCBI) hit for the DEG query sequence for *S*. *salar* and the human transcriptome database. We only consider those matches with at least E value ≤1e^-10^. The UniProt and GeneCards databases were used to confirm match of the gene acronym tag between both species. Gene ontology (GO) pathway enrichment analysis for biological processes (GO_BiologicalProcess-EBI-UniProt-GOA-ACAP-ARAP_10.11.2020_00h00) was obtained using the ClueGO v2.5.7 (38) app through the Cytoscape 3.8.2 (39) platform. The statistical analysis used was Enrichment/Depletion (two-sided hypergeometric test) with a *p-*value cutoff = 0.05 and corrected by Benjamini–Hochberg; a GO Fusion was performed to avoid redundant terms with a kappa score threshold = 0.4 in order to propose more stringent GO terms associated with the mechanism of response for the experimental diet incorporating the tested phytogenic. In addition, grouping of the GO terms was conducted when the sharing-group percentage was above 50, a *p*-value of < 0.05 was considered as significant. The statistically significant GOs obtained from the enrichment analysis were assigned to each one of the nodes represented in the functional network. The nodes classified in different clusters according to their functionality were represented with ClueGO v2.5.7.

### 2.6 Ethics Statement

All animal experimental procedures complied with the Guiding Principles for Biomedical Research Involving Animals (EU2010/63) and the guidelines of the Spanish laws (law 32/2007 and RD 1201/2015) and were authorized by the Ethical Committee of the Institute for Research and Technology in Food and Agriculture (IRTA, Spain) for the use of laboratory animals (FUE-2020-01314717).

### 2.7 Statistics

Growth performance was compared between groups with a *t*-test (*p* < 0.05). For the challenge trial, the mortality was registered in both experimental diets and data were represented using Kaplan–Meier mortality curves (40). The percent survival was calculated using the Mantel–Cox log-rank test. To construct the hierarchical heatmap, the Heatmapper server was used (41). Results related to the immune parameters were expressed as means ± standard error of mean (SEM). The normality of the variables was confirmed by the Shapiro–Wilk test while the homogeneity of variance was confirmed by the Levene test. Data were statistically analyzed by Student’s *t*-test (*p* < 0.05) to determine significant differences between experimental groups. All the data were analyzed by the computer application SPSS for Windows^®^ (version 15.0, SPSS Inc., Chicago, USA). All the determinations were performed in triplicates.

## 3 Results

### 3.1 Growth Performance

After the 133-day of nutritional trial, no significant differences were observed in growth (252.3 ± 9.2 g *vs*. 240.2 ± 19.3 g) and Fulton’s conditions factor (K = 1.2 ± 0.2 *vs*. 1.3 ± 0.1) between smolts fed the control diet and diet containing 0.15% AQUOLIVE^®^ (*p* > 0.05), respectively.

### 3.2 Non-Specific Humoral Immune Parameters

At the end of the feeding trial, there were no significant differences in the humoral immunity (peroxidase, lysozyme, antiprotease, protease, and bactericidal activity) among Atlantic salmon smolts fed both diets (**Figure 2**; *p* > 0.05).

**Figure 2:**
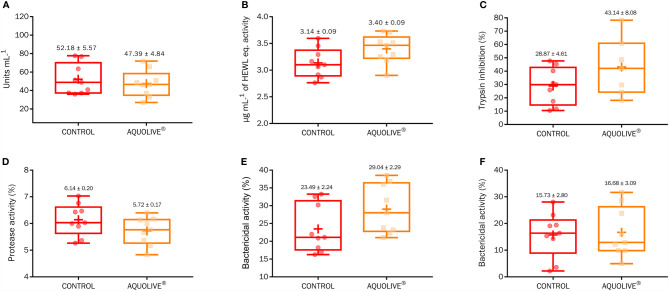
Box-plot of humoral immunity (**A**, peroxidase; **B**, lysozyme; **C**, antiprotease; **D**, protease; **E**, bactericidal activity against *Vibrio anguillarum*; **F**, bactericidal activity against *Vibrio harveyi*) parameters measured in Atlantic salmon (*S. salar*) plasma fed the control diet and diet containing 0.15% AQUOLIVE^®^. Box-plot central lines indicate the median, and the plus symbol indicates the mean of data.

### 3.3 Head Kidney Transcriptomic and Microarrays

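The HK transcriptome was measured on 6 one-color Agilent oligonucleotide arrays, each hybridized with Cy3-labeled cRNA from 1 pool of HK RNA. The HK is the blood-forming and lymphoid organ of bony fish. Of these pools, 3 came from fish fed the control diet and 3 from fish fed the AQUOLIVE® diet, which held 0.15% of the olive fruit extract, at the end of 133 days of feeding. Each pool joined the RNA of 6 fish, 18 fish per diet, so the spread between arrays of a diet is a spread between pools and not between single fish. The authors deposited the intensity of every spot as Feature Extraction software reported it, and a log2 value per spot. The deposited log2 values equaled the log2 of the background-subtracted signal on all 6 arrays (tolerance 1e-08), and they had not been scaled between arrays. Their medians were 6.31, 7.02 and 5.19 in control pools 1, 2 and 3, and 7.32, 6.56 and 7.11 in AQUOLIVE® pools 1, 2 and 3. The values given here start from the log2 of Feature Extraction's processed signal. Control spots were left out and spots marked as outliers were set to missing. Of 42386 probes, the 25826 that were well above background on at least 3 of the 6 arrays were kept, whatever the diet. The methods state a Lowess normalization of log2 ratios. Here each array's log2 ratio to the mean of the 3 control arrays was normalized by robust loess with a span of 0.3; neither this reference nor the span is in the paper's text. The median processed signal was 52.1, 79.6 and 16.7 in control pools 1, 2 and 3, and 108, 75.5 and 69.3 in AQUOLIVE® pools 1, 2 and 3. The share of probes well above background was lowest in control pool 3, at 42.5%, and highest in AQUOLIVE® pool 2, at 76.0%. The slope of the dose response of the RNA spike-ins, transcripts added to every sample in known amounts, was 0.854 ± 0.0401 (SD, n = 3) on the control arrays and 1.07 ± 0.0181 (SD, n = 3) on the AQUOLIVE® arrays. The slide numbers of the 3 control arrays run on without a gap, as do those of the 3 AQUOLIVE® arrays, with a gap between them. Each such series is called a slide run here, which is read from the numbers and is not a recorded batch. The control arrays were scanned first, so slide run, scan order and diet cannot be told apart. The number of arrays limits the precision of every value: 3 pools against 3 can be split in 10 ways, and the smallest exact permutation p is 0.1. Of the probes, 40932 carry a RefSeq accession, 25641 of these were found in the gene table of the Ssal_v3.1 assembly, and 8155 of them have a gene symbol.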

In order to determine the modulatory effect of the dietary supplementation with phytochemicals obtained from olive fruit upon the Atlantic salmon HK transcriptome, a microarray-based transcriptomic analysis was conducted (**Figure 3**). 

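Across the 25826 kept probes, limma with Benjamini-Hochberg adjustment called 4 probes different between the diets, all 4 of them higher with the AQUOLIVE® diet, with a smallest adjusted p of 0.0172. At an unadjusted p under 0.05, limma called 4685 probes, 18.1% of those tested. The threshold of the methods, an unpaired test with an unadjusted p under 0.05, together with the minimum absolute log2 FC of 0.8 of the intervals of Figure 3A, was passed by 2336 probes, 1347 higher and 989 lower with the AQUOLIVE® diet. After Benjamini-Hochberg adjustment that test called 0 probes (smallest adjusted p 0.104). In 29.7% of the 25230 kept probes with a value on every array, every AQUOLIVE® pool lay on the same side of every control pool, against the 10% that chance gives with 3 arrays per diet. On simulated arrays with the spread of these probes and no change between diets, between 432 and 548 probes passed the methods' threshold in 5 draws. The noise was drawn separately for each simulated probe, without errors shared by the probes of an array beyond a smooth curve. These counts are therefore no full measure of what chance gives on real arrays. The alternative that moved the count most downward was normexp background correction, with 692 probes (570 higher). Single arrays also moved it: 1119 probes passed without AQUOLIVE® pool 3 and 1382 without AQUOLIVE® pool 1. Without AQUOLIVE® pool 2, limma called 60 probes, and without any one of the other 5 arrays it called 0, with 2363 to 5069 probes at an unadjusted p under 0.05. The probe with the smallest adjusted p, Ssa#XM_014187914.1, had a normalized log2 signal of 5.60 ± 0.20 (SD, n = 3) in the control pools and 9.97 ± 0.18 (SD, n = 3) in the AQUOLIVE® pools, a log2 FC of 4.37 (standard error 0.22, adjusted p = 0.0172 from limma). The probe Ssa#XM_014181897.1 rose from 5.57 ± 0.29 (SD, n = 3), with 2 of 3 control pools above background, to 9.51 ± 0.32 (SD, n = 3), a log2 FC of 3.93 (standard error 0.27, adjusted p = 0.0284 from limma). Neither was found in the gene table. In the main setting no probe with a lower signal passed the adjusted threshold. With other choices such probes passed: of all that did, 26 of 29 were higher with 75th percentile scaling, 22 of 30 with the filter that asks for all 6 arrays, and 15 of 60 without AQUOLIVE® pool 2. Among those with an unadjusted p under 0.01 and no overlap between the diets, LOC106600554 fell most, with a log2 FC of -5.94 over 2 pools per diet (adjusted p = 0.109 from limma). The probe of dmrt3a, above background on 2 of 3 control and 1 of 3 AQUOLIVE® arrays, had a log2 FC of -3.98 (adjusted p = 0.0738 from limma), taken from AQUOLIVE® values close to background. On arrays where it was not above background, the lowest signal among probes well above background in place of lower values gave -2.87, so its place among the largest falls is not established.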

A total number of 1,027 DEGs were found when comparing the transcriptomic profiling of the HK from Atlantic salmon fed the control and AQUOLIVE^®^ diets (*p* < 0.05; **Supplementary Table 1**). In the case of upregulated genes, most of the transcripts (525) were identified in the 0.8 < log2 absolute fold change (|log2 FC|) < 1.4 interval. 

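Of the 1347 probes that passed the methods' threshold with a higher signal in the AQUOLIVE® pools, 680 lay between an absolute log2 FC of 0.8 and 1.4, 534 between 1.4 and 2.5, 129 between 2.5 and 5.0, and 4 above 5.0. Here a probe, and not a gene, is counted. Single arrays moved these counts, to 365, 257, 68 and 3 without AQUOLIVE® pool 3. Without control pool 1 they were 707, 541, 160 and 7. The largest rise was a log2 FC of 5.78. Of all probes past this threshold, 118 were below background on every control array, so their FC is a difference from a level that was not measured.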

Then, 238 transcripts were identified in the 1.4 < |log2 FC| < 2.5 interval, 41 transcripts in the 2.5 < |log2 FC| < 5.0, and only one single gene in the |log2 FC| > 5.0. For the downregulated genes, 185 transcripts were identified in the 0.8 < |log2 FC| < 1.4 interval. Thirty-six other transcripts were grouped in the 1.4 < |log2 FC| < 2.5 interval, meanwhile only 1 DEG was included in the 2.5 < |log2 FC| < 5.0 expression interval. 

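On the side of the lower signals, 653 probes had an absolute log2 FC between 0.8 and 1.4, 305 between 1.4 and 2.5, 30 between 2.5 and 5.0, and 1 above 5.0, among the 989 probes that passed with a lower signal in the AQUOLIVE® pools. Single arrays moved these counts. In the intervals from 0.8, 1.4 and 2.5 they were 279, 129 and 18 without AQUOLIVE® pool 3. Without AQUOLIVE® pool 2 they were 564, 383 and 188. Of all probes past the threshold, 1 was below background on every AQUOLIVE® array.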

The detailed analysis of the gene absolute log2 fold change (|log2 FC|) revealed that genes were mostly upregulated in fish fed the AQUOLIVE^®^ diet (78.4% of DEGs), while its gene modulation was moderate in terms of FC intensity (**Figure 3A**). 

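In the normalized values, 57.7% of the 2336 probes past the methods' threshold were higher with the AQUOLIVE® diet (95% confidence interval 55.6 to 59.7, exact binomial, for counting error only, since probes are not independent). Over all kept probes, past the threshold or not, 48.6% were higher, with a median log2 FC of -0.02. The median absolute log2 FC of the probes past the threshold was 1.29. The share depended on the scaling of the arrays. With the 75th percentile of each array in place of loess, 1605 of 2314 probes were higher, 69.4%. In the deposited log2 values, which are not scaled between arrays, 2517 of 2541 were higher, 99.1%, while the median over all kept probes was itself 0.98 higher on the log2 scale in the AQUOLIVE® pools. With normexp background correction the share was 82.4%. Scaling each array by its mean, chosen after seeing the data, gave 73.0% (1029 of 1410) with outlier spots left out and 26.5% (757 of 2856) with them kept; those spots hold 36.5% of the summed signal of AQUOLIVE® pool 2 and at most 5.82% of that of any other array. A single array also decided on which side the larger share lay: without AQUOLIVE® pool 2, 1030 of 2220 probes were higher, 46.4%, and without control pool 3, 1120 of 1621, 69.1%. From the intervals of log2 FC of its own DEGs, the paper concludes that genes were mostly upregulated by the AQUOLIVE® diet and that their modulation was moderate in intensity.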

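Principal components were computed from the normalized log2 values of the 6 arrays, over the 25230 kept probes with a value on every array. The first component held 47.1% of the variance, the next 21.4% and the third 13.7%. On the first component the control pools lay at -22.0, -37.2 and -127 and the AQUOLIVE® pools at 93.9, 10.8 and 81.1, so no AQUOLIVE® pool fell among the control pools. On that axis AQUOLIVE® pool 2 lay closer to control pools 1 and 2 than to the other AQUOLIVE® pools. On the same values, restricted to 2285 probes past the methods' threshold, the first component held 82.5% and the diets lay at -29.2, -34.6 and -50.8 against 41.9, 29.8 and 42.9. Those probes were chosen for differing between the diets, so their separation is no independent measure of it.

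**Figure D1:**
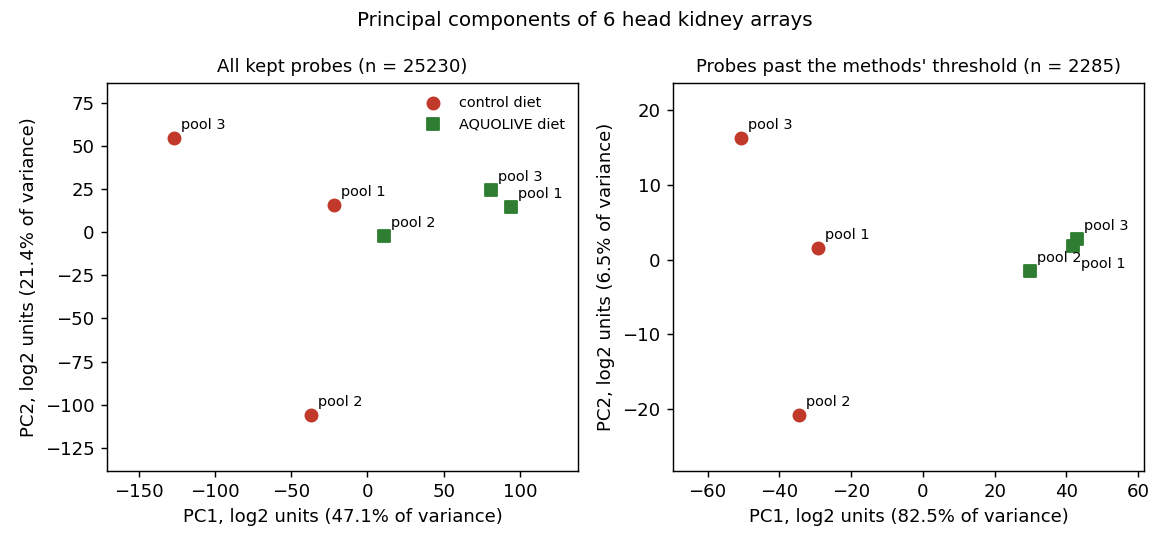
Position of each of the 6 RNA pools (circles, control diet; squares, AQUOLIVE® diet) on the first and second principal components of the normalized log2 values, in log2 units, over all kept probes (left) and over probes past the methods' threshold (right). Over all kept probes control pool 3 lies at -127 on the first component, with the AQUOLIVE® pools at 93.9, 10.8 and 81.1, and control pool 2 lies at -106 on the second, with the AQUOLIVE® pools at 14.4, -2.42 and 24.2.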

Results from the three-principal component of the PCA analysis revealed a segregation pattern among dietary treatments pools. Differential gene expression patterns between the control and AQUOLIVE^®^ groups are shown in **Figure 3B**. In addition, when representing DEGs intensity values from the pooled samples, a common segregation among profiles was observed in the hierarchical clustering heatmap for the HK transcriptomic response between AQUOLIVE^®^ and control diet (*p* < 0.05; **Figure 3C**).

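Over all kept probes, which were not selected for a difference, the mean Euclidean distance between arrays of different diets was 177 (square root of summed squared log2 differences) and that between arrays of the same diet 149, a ratio of 1.19. This ratio was the largest of the 10 ways to split the arrays into groups of 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 against 3 allow). The control arrays lay farther from one another, at a mean distance of 168, than the AQUOLIVE® arrays, at 129. The array closest to control pool 1 was AQUOLIVE® pool 2, and the reverse (Pearson r = 0.951 across probes, which are not independent replicates). AQUOLIVE® pool 2 was also the array closest to control pool 2, whereas AQUOLIVE® pools 1 and 3 were closest to each other. The ratio stayed between 1.05 and 1.31 with each array left out in turn, where the exact permutation p was 0.1 to 0.4.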

**Figure 3:**
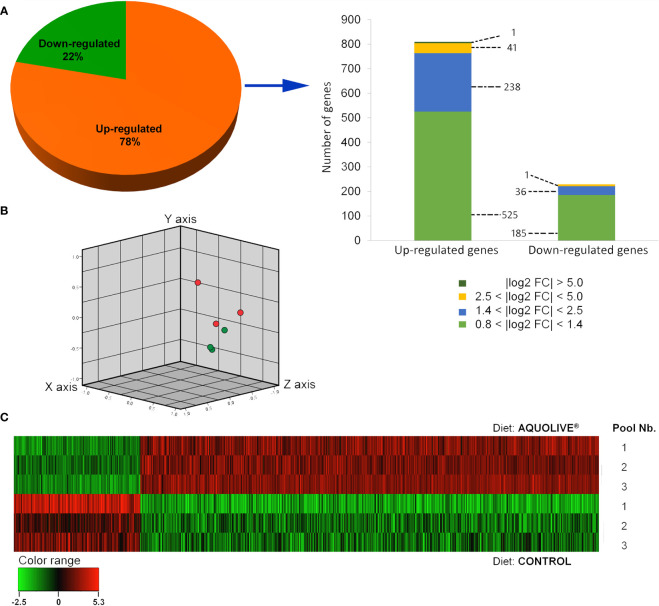
Differential expression analysis of the Atlantic salmon (*S*. *salar*) head kidney transcriptomic response to AQUOLIVE^®^ diet. **(A)** Distribution (pie chart) of the differential expressed genes (DEGs) obtained from the microarray-based transcriptomic analysis response fed a diet supplemented with a phytochemicals from olive fruit. Absolute log2 fold-change (|log2 FC|) indicates the magnitude interval of response. **(B)** Principal component analysis (PCA) of the DEGs for the Atlantic salmon head kidney in response to the control (red node) and phytogenic-supplemented diet (green node). **(C)** Hierarchical clustering of the Atlantic salmon head kidney transcriptomic response for the control and AQUOLIVE^®^ diet, based in similitude patterns of the DEGs detected from three sample pools per dietary group. Data of the six microarrays are depicted. The normalized intensity values (log2) obtained for each microarray analyzed for control (replicates 1, 2, and 3) and AQUOLIVE^®^ group (replicate 1, 2, and 3) are shown.

### 3.4 Enrichment Analyses

An enrichment analysis was carried out in order to determine those biological processes represented for the differentially expressed genes in HK response (**Figure 4**). For the enriched biological processes in HK of the Atlantic salmon (**Figure 4A**) fed with AQUOLIVE^®^, 10 representative groups were identified in the transcripteractome: “regulation of extent of cell growth” (4.76%; GO:0061387), “cellular response to ionizing radiation” (4.76%; GO:0071479), “signal transduction by p53 class mediator” (4.76%; GO:0072331), “positive regulation of cysteine-type endopeptidase activity” (4.76%; GO:2001056), “intracellular signal transduction” (4.76%; GO:0035556), “receptor metabolic process” (4.76%; GO:0043112), “regulation of i-kappaB kinase/NF-kappaB signaling” (9.52%; GO:0043122), “regulation of protein-containing complex disassembly” (9.52%; GO:0043244), “cellular macromolecule metabolic process” (9.52%; GO:0044260), and “leukocyte degranulation” (42.86%; GO:0043299) (**Figure 4B**).

**Figure 4:**
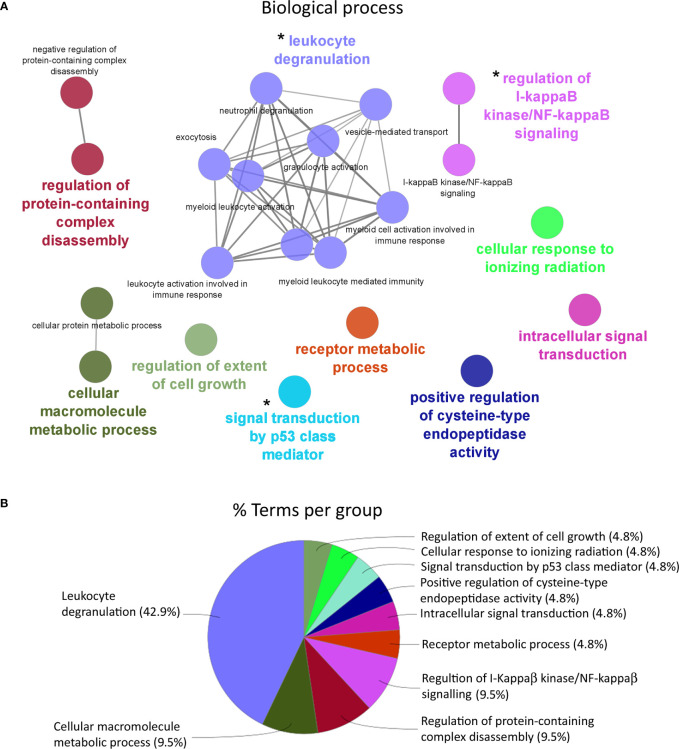
Functional enrichment network analysis for biological processes based on the total number of differential expressed genes (DEGs) in the head kidney of Atlantic salmon (*S. salar*) fed with AQUOLIVE^®^ diet. **(A)** Different biological processes represented in head kidney transcripteractome in response to the phytochemicals obtained from the olive fruit. Each color indicates a cluster of closely related biological processes. The colored biological term denominates the leading group term. The lines into the cluster indicated the close relationship between biological processes. The asterisks (*) indicate the three main clusters related to immune response pathways regulated by the feed additive. **(B)** Overview chart with functional groups including specific terms for DEGs of the Atlantic salmon head kidney transcriptomic response to AQUOLIVE^®^-supplemented diet, distribution of the biological processes according to their percentage of representation upon the total enriched terms is shown.

According to the enrichment results, three main representative clusters of genes related to immunity were identified in the transcripteractome among the totality of biological processes obtained from the enrichment analysis: (1) “i-kappaB kinase/NF-kappaB signaling” (**Figure 5**), “leukocyte degranulation” (**Figure 6**), and “signal transduction by p53 class mediator” (**Figure 7**). **Table 2** summarizes the most relevant DEGs in terms of FC in fish fed the AQUOLIVE^®^ diet in relation to the abovementioned biological processes.

**Figure 5:**
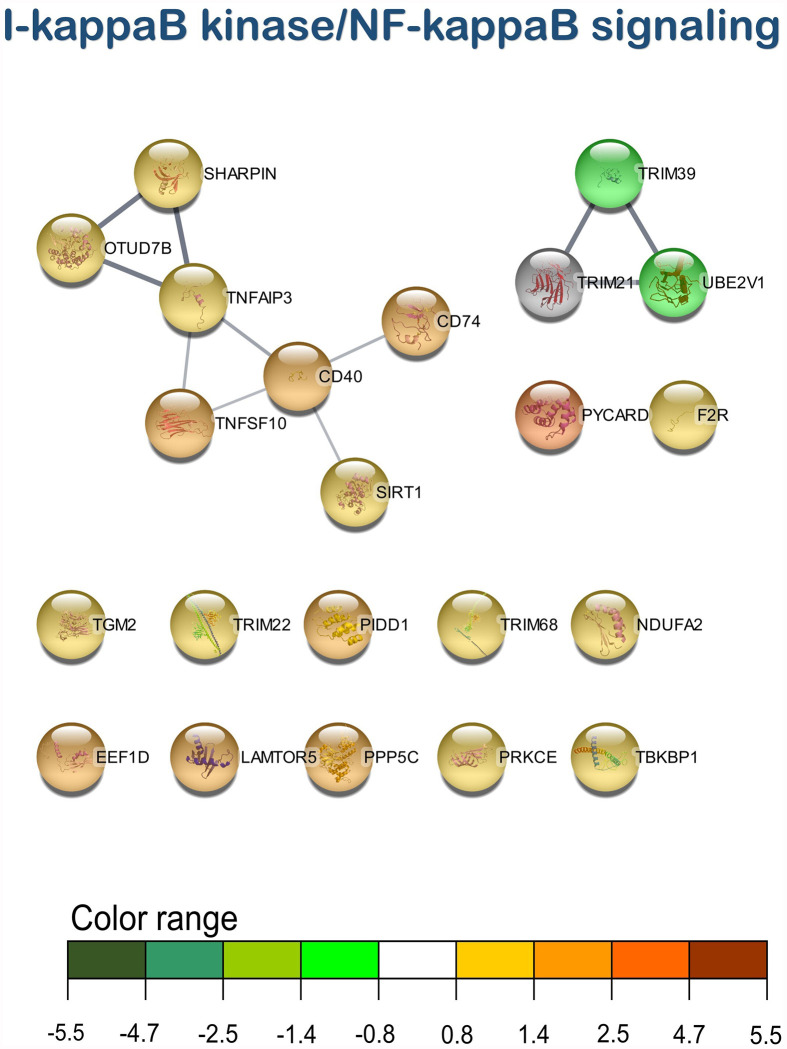
I-kappaB kinase/NF-kappaB signaling transcripteractome of the differentially expressed genes (DEGs) related to the immune pathway in the head kidney of juvenile Atlantic salmon (*S*. *salar*) fed the AQUOLIVE^®^ diet (see also **Supplementary Table 2**). Color range indicates the modulation in terms of log2 fold change (log2 FC) intensity of each node.

**Figure 6:**
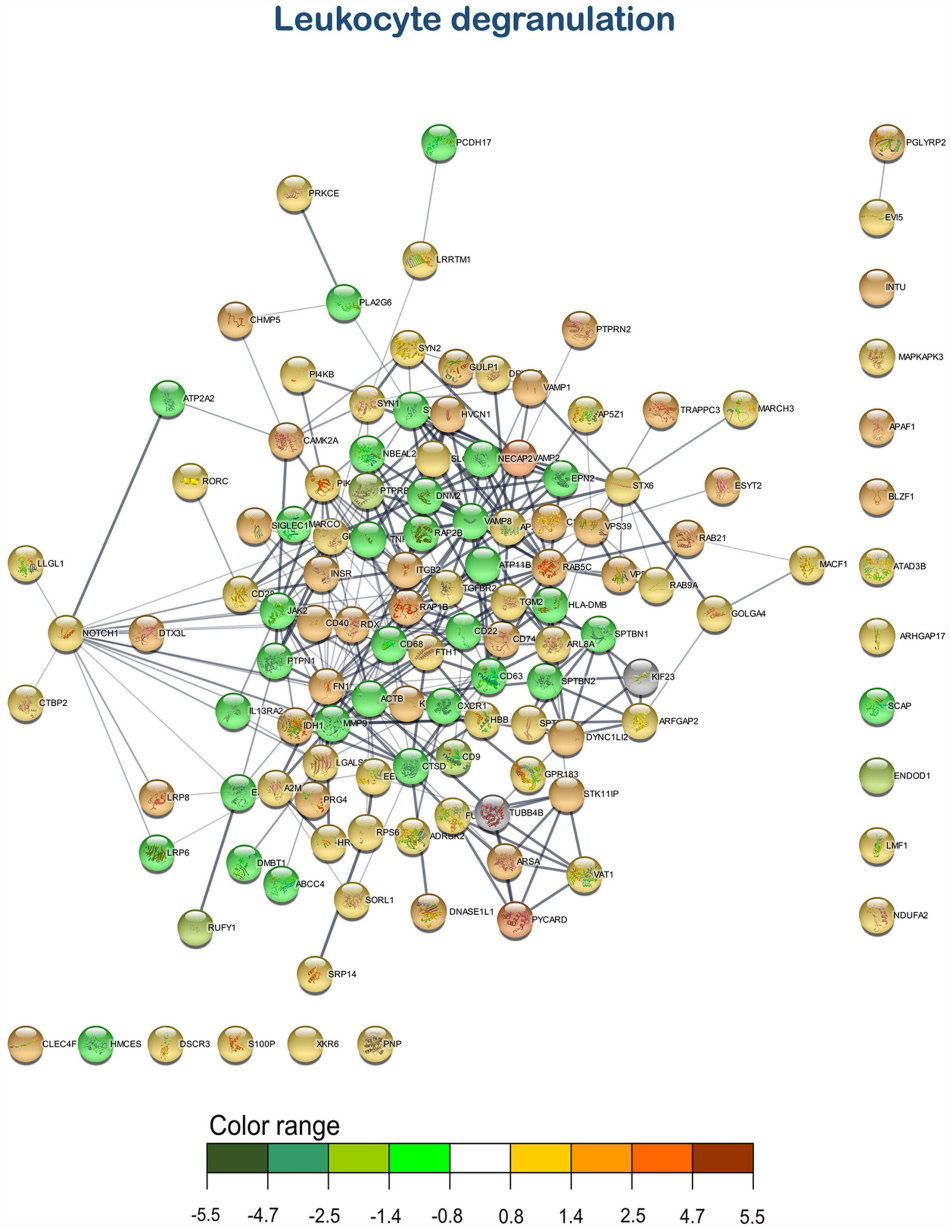
Leukocyte degranulation transcripteractome of the differentially expressed genes (DEGs) related to the immune pathway in the head kidney of juvenile Atlantic salmon (*S*. *salar*) fed the AQUOLIVE^®^ diet (see also **Supplementary Table 3**). Color range indicates the modulation in terms of log2 fold change (log2 FC) intensity of each node.

**Figure 7:**
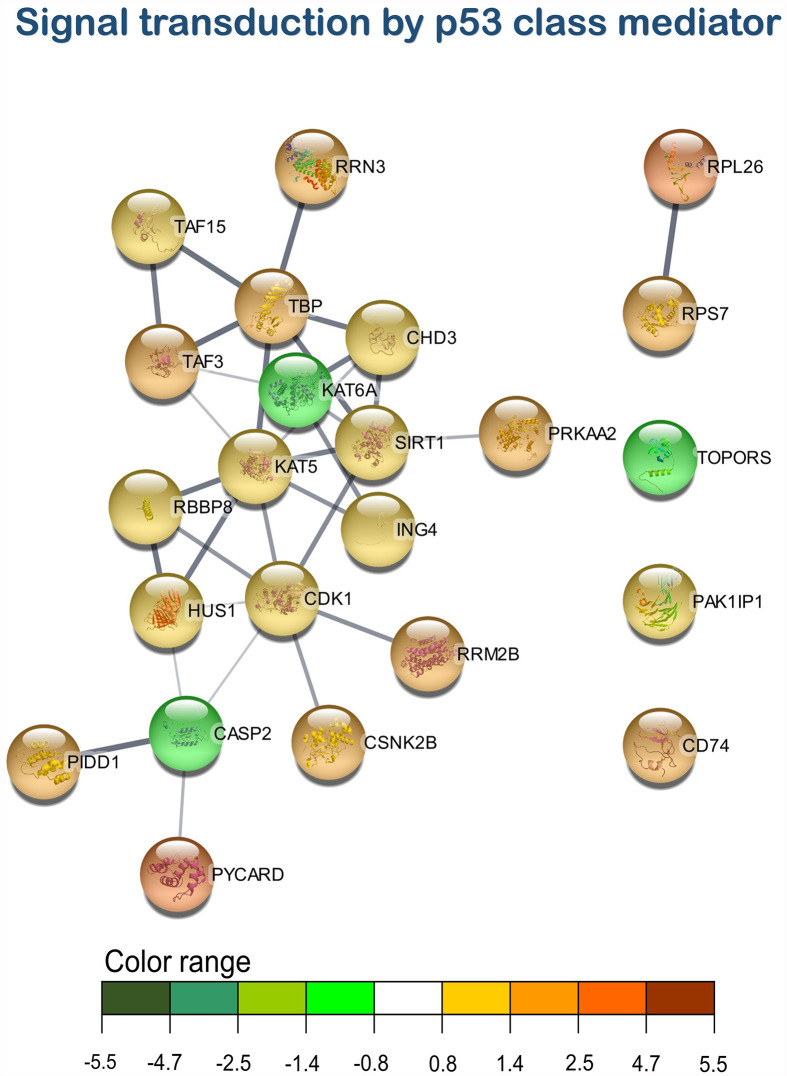
Signal transduction by p53 class mediator transcripteractome of the differentially expressed genes (DEGs) related to the immune pathway in the head kidney of juvenile Atlantic salmon (*S*. *salar*) fed the AQUOLIVE^®^ diet (see also **Supplementary Table 4**). Color range indicated the modulation in terms of log2 fold change (log2 FC) intensity of each node.

**Table 2:** List of the most relevant DEGs related to the three main representative biological processes identified by the transcripteractome in fish fed the AQUOLIVE^®^ diet.

Gene description	Gene acronym	FC (log2)	*p*-value
Ribosomal protein L26	*rpl26*	3.43	0.02429
Vesicle-associated membrane protein 2	*vamp2*	3.40	0.01714
PYD and CARD domain containing	*pycard*	2.72	0.00004
RAB21, member RAS oncogene family	*rab21*	2.35	0.00369
RAB5B, member RAS oncogene family, b	*rab5b*	2.20	0.04218
RAS related protein 1b	*rap1b*	2.17	0.03414
CD40 molecule	*cd40*	2.02	0.00121
TNF superfamily member 10	*tnfsf10*	1.85	0.03433
P53-induced death domain protein 1	*pidd1*	1.66	0.01492
CD74 molecule	*cd74*	1.63	0.00496
RAB9A, member RAS oncogene family, b	*rab9a*	1.10	0.00110
CD28 molecule	*cd28*	1.08	0.03644
TNF alpha-induced protein 3	*tnfaip3*	0.88	0.03090
Alpha-2-macroglobulin	*a2m*	0.80	0.04309
CD68 molecule	*cd68*	-0.86	0.00752
CD9 molecule	*cd9*	-0.89	0.02258
CD63 molecule	*cd63*	-0.95	0.01869
CD22 molecule	*cd22*	-1.02	0.01087
Caspase 2	*casp-2*	-1.31	0.03100
Protein tyrosine phosphatase receptor type b	*ptprb*	-1.81	0.00296
Endonuclease domain-containing 1	*endod1*	-1.86	0.03239

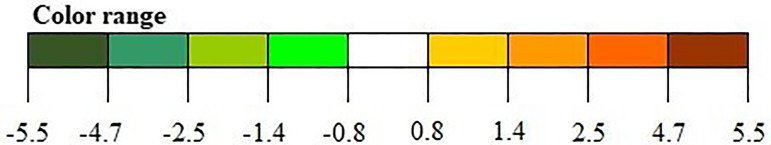

As mentioned above, three main clusters regarding the dietary regulation of biological processes related to HK immunity were identified. For the cluster of “regulation of i-kappaB kinase/NF-kappaB signaling”, two nodes were observed including “I-kappaB kinase/NF-kappaB signaling” (GO:0007249; 19 upregulated genes; 2 downregulated genes) and “regulation of I-kappaB kinase/NF-kappaB signaling” (GO:0043122; 17 upregulated genes; 2 downregulated genes). In the “leukocyte degranulation” cluster, the other nine nodes were identified including “myeloid leukocyte activation” (GO:0002274; 29 upregulated genes; 13 downregulated genes), “leukocyte activation involved in immune response” (GO:0002366; 34 upregulated genes; 14 downregulated genes), “myeloid cell activation involved in immune response” (GO:0002275; 27 upregulated genes; 12 downregulated genes), “exocytosis” (GO:0006887; 38 upregulated genes; 18 downregulated genes), “granulocyte activation” (GO:0036230; 26 upregulated genes; 11 downregulated genes), “leukocyte degranulation” (GO:0043299; 26 upregulated genes; 12 downregulated genes) “neutrophil degranulation” (GO:0043312; 25 upregulated genes; 11 downregulated genes), and “vesicle-mediated transport” (GO:0016192; 79 upregulated genes; 35 downregulated genes). Lastly, one single-node cluster was identified including “signal transduction by p53 class mediator” (GO:0072331; 20 upregulated genes; 3 downregulated genes).

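For the “I-kappaB kinase/NF-kappaB signaling” node, 8 of the 21 genes in Supplementary Table 2 (38.1%) could be matched by symbol to a kept probe. The rest have no named probe, so the node as a whole cannot be tallied. Of these 8 genes, 3 were higher and 5 lower with the AQUOLIVE® diet, with a median log2 FC of -0.22, while 7 of the 8 are upregulated in the paper's Supplementary Table 1. The direction was the same for 4 of the 8. Past the methods' threshold were 3 genes: tnfaip3 was higher, and tgm2 (log2 FC -1.21) and ube2v1 (log2 FC -0.85) were lower, with adjusted p = 0.170 and 0.164 from limma. The paper's table has tgm2 at 0.97 and ube2v1 at -1.11. After limma's adjustment 0 of the 8 passed. In the deposited log2 values as they are, 7 of the 8 were higher. With loess and the filter that asks for all 6 arrays, 5 of the genes were kept and 0 of them were higher. The paper chose these genes from the same arrays, so their direction here is not independent evidence. Which probe the paper measured for each gene is not known. A probe matched by symbol may be of another gene copy, and eef1d and cd74 were matched to eef1da and cd74a. A difference in direction therefore does not show that the paper's value is wrong.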

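For the “leukocyte degranulation” node, 10 of the 39 genes in Supplementary Table 3 (25.6%) had a kept probe by symbol. Of these, 4 were higher and 6 lower with the AQUOLIVE® diet, with a median log2 FC of -0.15, against 8 of the 10 upregulated in the paper's Supplementary Table 1, and the direction was the same for 6 of the 10. The methods' threshold was passed by 4 genes. The probe matched to hbb through a synonym rose by 1.50 on the log2 scale, slc15a4 by 1.14 and fuca2 by 1.12, and cd68 was lower. Their adjusted p from limma lay between 0.130 and 0.216. The genes srp14 (log2 FC -0.64), ndufa2 (-0.39), lgals3 (-0.27, the probe of lgals3b, the brighter copy; that of lgals3a rose by 0.46) and fth1 (-0.039, the probe of fth1b) were lower in the AQUOLIVE® pools by less than the methods' threshold, and are upregulated in the paper's table. In the deposited log2 values as they are, all 10 were higher. Here too the matched probe may be of another gene copy than the one the paper measured.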

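Of the 23 genes that Supplementary Table 4 gives for “signal transduction by p53 class mediator”, 10 (43.5%) had a kept probe by symbol, and 8 of these were higher with the AQUOLIVE® diet and 2 lower, with a median log2 FC of 0.85. For 9 of the 10 the direction was that of the paper's Supplementary Table 1. The methods' threshold was passed by 6 genes: prkaa2 (log2 FC 2.15), rps7 (1.75), chd3 (1.49), kat5 (0.83) and pak1ip1 (0.80) were higher, and kat6a (-1.06) was lower. None passed limma's adjusted threshold, with the smallest adjusted p, 0.124, for rps7.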

### 3.5 *In Vivo* Bacterial Challenge Test

During the *in vivo* bacterial challenge test with *A*. *salmonicida* (intraperitoneal injection: 1 × 10^7^ CFU/ml), mortality in smolts was observed between 4 and 9 days post-injection (**Figure 8**). The Kaplan–Meier survival curves showed significant differences in terms of Atlantic salmon smolt survival depending on the dietary condition considered (**Figure 8A**; *p* < 0.05). In particular, smolts fed the AQUOLIVE^®^ diet showed higher survival rates (96.9 ± 6.4%, mean ± standard deviation) in comparison to their congeners fed the control diet (60.7 ± 13.5%). To confirm the cause of death, species-specific PCR was performed from bacterial colonies recovered from HK smears of all moribund fish during the bacterial challenge assay. Confluent pure bacterial growth was obtained from all animals, from which *A*. *salmonicida* was confirmed in all cases by means of PCR as shown in **Figure 8B**.

**Figure 8:**
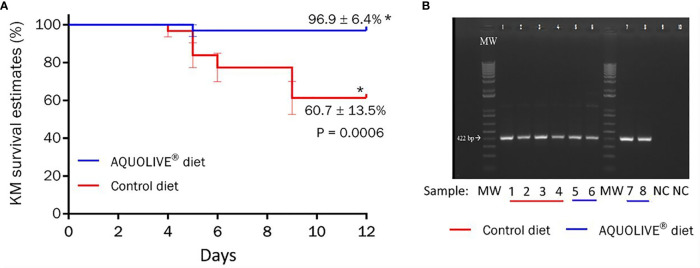
Results of the bacterial challenge conducted in Atlantic salmon smolts intraperitoneally injected with 1 × 10^7^ CFU/ml of *A. salmonicida.* **(A)** Kaplan–Meier (KM) survival curves (%) for Atlantic salmon smolts intraperitoneally injected with *A. salmonicida* (1 × 10^7^ CFU/ml) during the 12-day challenge trial period. Data correspond to the mean ± standard error (four replicates tanks per experimental diet; n = 8 fish per tank). The asterik (*) indicates statistically significant differences among dietary treatments (t-test; p < 0.05). **(B)** Specific PCR of bacterial colonies recovered from smears of head kidney from moribund Atlantic salmon smolts during the bacterial challenge test with *A*. *salmonicida*. MW = molecular weight standard; lanes 1–6 are samples recovered from moribund fish (1–3: control diet; 4–6: AQUOLIVE^®^ diet); lanes 7–8 are positive control genomic DNA from *A. salmonicida*; lanes 9–10 are negative control lacking template DNA.

## 4 Discussion

The market for sustainable products and feed additives is increasingly growing. The number of studies focused on the use of a wide variety of phytogenics as sustainable tools to be implemented in aquaculture production has dramatically increased in the last years. This has been mainly due to phytogenics’ growth-promoting, antimicrobial, immunostimulant, antioxidant, and anti-inflammatory properties (13, 42). In this study, we have evaluated a new phytogenic feed additive rich in triterpenic compounds and polyphenols derived from olive fruit (AQUOLIVE^®^) on the systemic immune response and disease resistance in Atlantic salmon smolts. In this context, a total number of 1,027 DEGs (805 up- and 222 downregulated) were found when comparing the transcriptomic profiling of the HK from fish fed the control and AQUOLIVE^®^ diets. Moreover, the bacterial challenge lasted 12 days at the end of the assay, showing that the cumulative survival was higher in fish fed the AQUOLIVE^®^ diet (96.9 ± 6.4%) than in fish from the control group (60.7 ± 13.5%).

Previous studies on the inclusion of bioactive compounds derived from the olive industry have been conducted. Particularly, it has been shown that a diet with olive oil bioactive extract rich in triterpenic compounds enhanced the innate immune function and integrity in the intestine of gilthead seabream (*Sparus aurata*) (22). Additionally, a phytogenic with similar bioactive compounds than AQUOLIVE^®^ showed a tightly controlled systemic immune response in an *ex vivo* assay using splenocytes stimulated by lipopolysaccharide (LPS) (43). Regarding the dietary supplementation of olive leaf extracts, Navruz et al. (44) reported that common carp (*Cyprinus carpio*) showed an improved immune response and survival rates against *Edwardsiella tarda*. Similarly, in rainbow trout (*Oncorhynchus mykiss*) feed phytogenic compounds derived from olive leaf extract (OLE) showed an enhancement of the expression of immune-related genes, such as pro-inflammatory cytokines like *tnfα*, *il1-β*, and *il-8*, as well as disease resistance against *Yersinia ruckeri* (45). The abovementioned results are in agreement with the results obtained in our study when Atlantic salmon smolts fed the AQUOLIVE^®^ diet showed higher disease resistance in front of the pathogenic bacteria *A*. *salmonicida* than their congeners fed the control diet.

### 4.1 Transcription Factors

In order to investigate the immunomodulatory properties of the phytogenic tested, the modulation of the transcriptional immune response in the HK of the anadromous fish Atlantic salmon fed AQUOLIVE^®^ diet was evaluated by means of a microarray analysis. This is of special relevance, since in order to achieve a proper immune response, a wide repertoire of biological processes at cellular and molecular levels, including transcription factors, are usually involved, as described in the following. The dietary supplementation of AQUOLIVE^®^ in the HK of Atlantic salmon shows modulation of different biological processes related to transcription factors such as “signal transduction by p53 class mediator” and “i-kappa B kinase/NF-kappa B signaling”, among others. Different studies have evidenced that there is a transcriptional cross talk between nuclear factor κB (NF-κB) and p53 (46, 47). In particular, NF-κB may be considered as a transcriptional regulator of p53 and *vice versa*. In fact, NF-κB was found to be able to recognize κB sites on the p53 promoter and thereby activate its expression (47). p53 is part of the innate and adaptive immune system, as well as detect DNA damage, repair, and recombination, besides playing an important role in infectious diseases, killing, and limiting viral and bacterial replication (48). In line with this, it has been shown in different fish species that p53 is an important mediator of innate antiviral and antibacterial immunity (49–51). On the other hand, the NF-κB pathway is well known as a central mediator in the regulation of several cytokines, chemokines, antimicrobial peptides, and interferon-stimulated genes, playing a critical role in regulating the survival, activation, and differentiation of innate and adaptive immune cells (52, 53). Moreover, it has been demonstrated that upon bacterial infection, the cytoplasmic NF-κB is rapidly activated and translocated into the nucleus to stimulate the expression of antimicrobial peptides fighting against pathogenic organisms (54). The gene coding for the P53-induced death domain protein (*pidd1*) was upregulated in the HK of Atlantic salmon smolts fed the AQUOLIVE^®^-supplemented diet in comparison to their congeners fed the control diet. This gene is reputed for playing an essential role in NF-κB and caspase-2 activation. It has been shown in the literature that PIDD1 expression causes spontaneous activation of caspase-2 and sensitization to apoptosis by genotoxic stimuli (55, 56). In this sense, *casp-2* expression is involved in the regulation of p53 in response to cellular stress and DNA damage to prevent the proliferation and accumulation of damaged or aberrant cells (56). *Casp-2* was significantly downregulated in the HK of fish fed the AQUOLIVE^®^-supplemented diet, thus leading us to a possible homoeostatic scenario. Another gene involved in the abovementioned biological processes that deserves attention is the PYD and CARD Domain Containing (*pycard*), which was upregulated in our samples from the HK of fish fed the AQUOLIVE^®^ diet. PYCARD is a dual regulator in NF-κB activation pathways and plays a distinct role in innate defense systems through the inflammasome (57, 58). This is relevant, since it has been shown that inflammasome activation plays a critical role in activating innate immunity (59). The inflammasome consists of caspase-1 and caspase-5 enzymes, Pycard/Asc, and NAPL1, a pyrin domain-carrying protein, which shares a structural homology with NODs (nucleotide-binding oligomerization domain-like receptors). In the presence of certain stimuli (e.g., a specific pathogen cell-surface proteins), the caspase-1 scaffold within the inflammasome is activated, which induces the inflammatory response (59, 60). Therefore, it might provide us an answer to the increased disease resistance of Atlantic salmon smolts fed with the tested phytogenic and *in vivo* challenged with *A*. *salmonicida*, obtaining a higher survival when compared to fish fed the control diet (60).

### 4.2 Cell Response

The HK is one of the most important organs in fish due to its role in endocrine and hematopoietic functions, and it is a major secondary lymphoid organ in the body (61). Our findings showed that the tested feed additive regulates several biological processes in the HK related to the host’s immunity. In particular, these biological processes were related to innate immune effector key cell functions of vertebrate innate immunity (62), such as “leukocyte activation”, “granulocyte activation”, “neutrophil degranulation”, “exocytosis”, and “vesicle-mediated transport”, among others. In addition, granulocytes are the main phagocytic cells in the HK and are also involved in the innate immunity as antigen-presenting cells (63). Moreover, neutrophils are one of the three types of granulocytes identified in fish (64, 65), whereas neutrophilic granulocytes are the most abundant in salmonids (66). As their main function is arriving first at the site of the infection and having a central role in host tissue protection by killing pathogenic microorganisms and stimulating lymphocytes and other immune cells, neutrophils are an essential part of the innate immune system (67). In addition, under normal conditions, neutrophils are rarely found in tissues since they are recruited from blood and hematopoietic organs. However, fish neutrophils are not so abundantly present in the bloodstream contrarily to mammals, since they are stored in hematopoietic reservoirs, which may be interpreted as a disadvantage for rapid migration and effective resolution of infection and inflammation events (68). In fact, the dietary supplementation of olive extract or similar bioactive compounds has been reported to enhance hematological and other immune parameters in different animal species, such as reducing inflammation and oxidative stress and enhancing the intestinal immune function, among others (20–22, 69, 70). As previously mentioned, “exocytosis” and “vesicle-mediated transport” were also modulated by AQUOLIVE^®^; this is especially relevant since exocytosis is recognized by its important role in the immune response participating in neutrophil function (71). For instance, genes like vesicle-associated membrane protein 2 (*vamp2*) showed an upregulation when compared to the control diet. VAMP2 is known to participate in different cell types, including neutrophils, monocytes, and eosinophils, regulating exocytosis, since it is predominantly in the membrane of secretory vesicles (72, 73). Thus, the membrane densities of VAMP2 correspond to the exocytic potential of the different storage vesicles, strongly suggesting a functional role of this protein in neutrophil degranulation (71). This is of special relevance, since it has been shown that individuals with decreased or missing neutrophil degranulation had higher incidence of bacterial and fungal infections (74). Therefore, an increase in neutrophil degranulation could lead to enhanced disease resistance and reduced mortality rates in individual fish, as occurred in our bacterial challenge (75). Additionally, transcriptional regulation of vesicle-mediated transport by dietary administration of AQUOLIVE^®^ resulted in the positive regulation of several genes encoding the RAB family of GTPases (*rab21*, *rab5b*, *rap1b*, *rab9a*), recognized for participation in the regulation of exocytosis as leading regulators of membrane trafficking and directing inflammation and immune cellular responses (76, 77). In this sense, phenolic compounds from olive tree leaves have been described to regulate vesicle and exocytic processes (78). Therefore, we hypothesize that the machinery implied in the activation of biological processes observed by dietary AQUOLIVE^®^ may be inherent to the activation of processes of secretory protein translocation by vesicles.

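Of the genes rab21, rab5b, rap1b and rab9a, rab9a was matched by symbol to a kept probe. It was below background on all 3 control arrays and above it on all 3 AQUOLIVE® arrays, so its exact FC is not known. Each control array was given a floor, the higher of the probe's own signal and the lowest signal among probes well above background. With this floor the signal of rab9a was 3.93-fold higher with the AQUOLIVE® diet (adjusted p = 0.0993 from limma, on the values without the floor). A spot can be below background at a signal above that floor, so 3.93 is not a strict lower bound. The value with the floor lay between 1.66-fold, with normexp background correction, and 7.47-fold, in the deposited log2 values, over the alternatives in which the probe was kept.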

### 4.3 Innate and Adaptive Response

The expression of several genes (*cd9*, *cd22*, *cd28*, *cd63*, *cd68*, *cd74*) associated with innate and adaptive immunity was modulated by the AQUOLIVE^®^-supplemented diet as well. For example, the expression of the gene coding for the CD9 molecule was downregulated in the HK of fish fed the AQUOLIVE^®^ diet. 

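The probe of cd9 had a normalized log2 signal of 14.09 ± 0.18 (SD, n = 3) in the control pools and 13.40 ± 0.22 (SD, n = 3) in the AQUOLIVE® pools, a log2 FC of -0.68 (standard error 0.22, adjusted p = 0.211 from limma). All 3 AQUOLIVE® pools lay below all 3 control pools (exact permutation test, two-sided, p = 0.1, the smallest p that 3 pools against 3 allow), but the log2 FC is under the 0.8 of the methods' threshold used here. In the deposited log2 values as they are, in which the median probe is 0.98 higher in the AQUOLIVE® pools, the sign was reversed (0.59).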

CD9 was found to be extensively present in Atlantic salmon IgM^+^ B cells (79), also known to encode tetraspanins, which are key players in the recruitment of leukocytes into inflammation sites and regulation of several steps of the immune response (80). Castro et al. (81) reported that *cd9* transcription in IgM^+^ B lymphocytes was modulated in the presence of bacteria and virus, in particular, *cd9* was downregulated in rainbow trout in response to a virus, thus revealing a role for this molecule in this antigen-specific lymphocyte response. Therefore, the downregulation of this gene in accordance with our results could suggest a migratory capacity of B cells in response to bacterial or viral infection. Furthermore, the downregulation of the CD63 molecule, another tetraspanin, was also modulated by the tested feed additives. Particularly, it was observed that *cd63* levels were downregulated when exposed *in vivo* in response to a virus, suggesting a possible increase of the antigen-presenting capacity of IgM^+^ cells, as suggested by Castro et al. (81). In this way, the tetraspanin family has been shown to play an important role in influencing MHC II antigen presentation and CD4^+^ T cell stimulation (82). Importantly, Petersen et al. (82) showed that a knockdown of CD63 in the B lymphoblastoid cell line may play a role in participating in the modulation of cell-surface-initiated signals, which can trigger exosomal secretion and lead to increased CD4^+^ T cell recognition. Nevertheless, further studies need to be addressed properly to give us the proper meaning of the downregulation of *cd63* regarding the AQUOLIVE^®^-based feed additive in the HK of Atlantic salmon. Additionally, *cd68* was downregulated by the AQUOLIVE^®^-supplemented diet. This gene is a transmembrane protein with a suspected role in phagocytic activities of tissue macrophages, and it has also been found in granules of neutrophils, as well as in certain epithelial cells (83). 

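For cd68 the normalized log2 signal was 14.66 ± 0.46 (SD, n = 3) in the control pools and 13.81 ± 0.10 (SD, n = 3) in the AQUOLIVE® pools. The log2 FC of -0.85 (standard error 0.28) passed the methods' threshold, but not limma's adjusted one (adjusted p = 0.216). Every AQUOLIVE® pool was below every control pool, and the exact permutation test reached p = 0.1 (two-sided), the smallest it can give here. As for cd9, the sign was reversed in the deposited log2 values as they are (0.36).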

Von Rhaden et al. (83) have shown that the upregulation of *cd68* in macrophages was involved in the inflammatory response. Under present experimental conditions, the downregulation of *cd68* may indicate a tight control of the inflammatory response. However, only a few studies were carried out on *cd68* in fish. Thus, the exact function in *cd68* with regard to its nutritional regulation by phytogenics is unclear and further studies are needed. On the other hand, *cd28* and *cd74* both were upregulated in the fish fed the AQUOLIVE^®^-supplemented diet. In particular, CD28 is probably the most important fish T cell co-stimulatory receptors, playing a key part in interactions between lymphocytes and antigen-presenting cells (84). Moreover, CD74 plays a specific role as an important component in the functional presentation of MHC class II-restricted antigens and as a cytokine receptor (85). Therefore, our results are in agreement with another transcriptomic study in which virus-challenged Atlantic salmon had increased expression of both *cd28* and *cd74* genes in the experimental group compared to the control group, resulting in increased resistance to pancreas disease caused by salmonid alphavirus, which is a severe contagious disease in farmed Atlantic salmon (86). In this sense, we found evidence for the activation of specific immunity genes such as B and T lymphocyte activity or MHC class II antigen presentation, suggesting the stimulation of the innate and the adaptive immune response as well through the tested feed additives.

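No probe with the symbol cd28 was found. For cd74, the probe whose gene is listed as cd74a had a normalized log2 signal of 14.83 ± 0.19 (SD, n = 3) in the control pools and 14.79 ± 0.27 (SD, n = 2) in the AQUOLIVE® pools, since its spot was marked as an outlier on the array of AQUOLIVE® pool 2. The log2 FC of -0.038 (standard error 0.27, adjusted p = 0.947 from limma) was smaller than the spread between pools, and its sign changed with the processing: it was 0.11 with 75th percentile scaling, 0.17 with normexp background correction and 1.21 in the deposited log2 values as they are. Another copy of the gene without a symbol in the table would not be seen here.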

### 4.4 Inflammatory Response and Immune Signaling

Genes that are involved in response to tumor necrosis factor (TNF) family members (*cd40*, *tnfsf10*, *tnfaip3*) were also upregulated by the AQUOLIVE^®^ diet. Particularly, the TNF family plays an especially important role in the immune system; many of these molecules are essential in the regulation of B cell biology and B cell-mediated immune responses (87). Interestingly, it has been demonstrated that the TNF receptor superfamily member 5 (*cd40*) is capable of stimulating the non-canonical NF-κB pathway, in addition to playing an essential role for T and B cell cooperation in response to protein antigens (88, 89). TRAIL, also known as TNF superfamily member 10 (*tnfsf10*), was positively modulated by the tested feed additive, and it has been reported to be involved in the immune response, specifically under parasite infections, and B cell differentiation and survival in front of bacterial and viral infections (87, 90). Biswas et al. (91) reported that the upregulation of the *tnfsf10* gene in Japanese pufferfish (*Takifugu rubripes*) indicated a probable role of this gene in inducing apoptosis in virus-infected cells. In addition, TRAIL was recognized as a critical mediator of the p53 response in the apoptotic pathway (92). Last but not least, the tumor necrosis factor alpha-induced protein 3 (*tnfaip3*) was also upregulated by the AQUOLIVE^®^ diet. 

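The probe of tnfaip3 was close to background, with 2 of 3 control arrays and 3 of 3 AQUOLIVE® arrays well above it. Its normalized log2 signal was 5.85 ± 0.53 (SD, n = 3) in the control pools and 6.85 ± 0.25 (SD, n = 3) in the AQUOLIVE® pools. The log2 FC was 1.00 (standard error 0.33, adjusted p = 0.208 from limma), which passed the methods' threshold and not the adjusted one, and no AQUOLIVE® pool overlapped the control pools (exact permutation test, two-sided, p = 0.1). Over the alternatives the log2 FC lay between 0.57 and 2.82, and the adjusted p between 0.182 and 0.570. For cd40 and tnfsf10 no probe with the symbol was found, and a probe listed as tnfsf10l was not taken for tnfsf10.

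**Figure D2:**
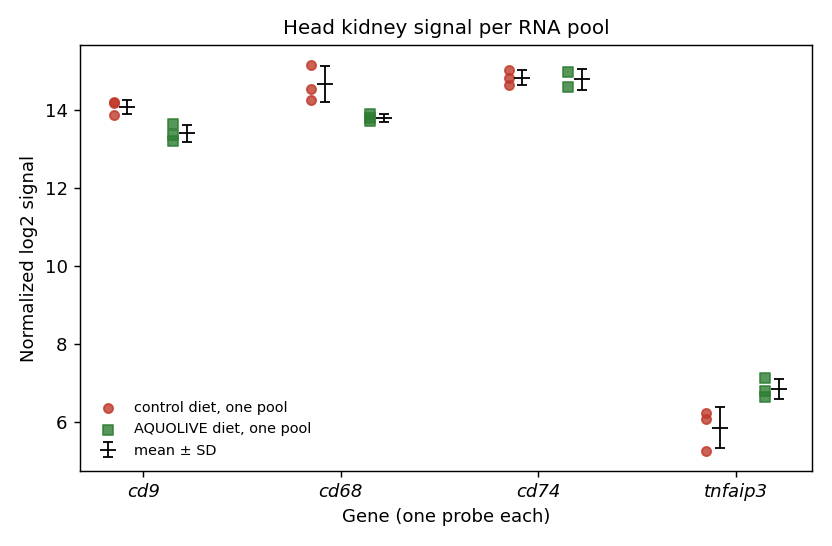
Normalized log2 signal of 1 probe each of cd9, cd68, cd74 and tnfaip3 in every RNA pool (circles, control diet; squares, AQUOLIVE® diet), with the mean and SD of each diet in black. The pools of the 2 diets do not overlap for cd9, cd68 and tnfaip3, and they do for cd74, which has 2 AQUOLIVE® pools.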

TNFAIP3 is a zinc finger domain-containing protein, which is recognized to be a negative regulator of NF-κB signaling (93), thereby negatively regulating the transcription of other pro-inflammatory cytokines and, consequently, controlling the inflammatory response. Therefore, the present results suggest a hypothesis that the tested feed additive promoted an immune homeostatic effect.

Our study also revealed that the ribosomal protein L26 (*rpl26*) was upregulated in the HK of fish fed the phytogenic-supplemented diet, which is involved in the abovementioned “signal transduction by p53 class mediator” biological process. This gene is located at the ribosomal subunit interface of the 60S subunit inside the cell (94). Interestingly, several studies have demonstrated the role of the *rpl26* gene as a phagocytosis-activating protein, thus being highly involved in the immune response, since phagocytosis is a major mechanism used to remove pathogens and cell debris (95–97). Furthermore, it has been possible to demonstrate that the *rpl26* gene has a strong ability to bind p53 mRNA and thereby to stimulate p53 translation, as previously indicated (98, 99). In fact, there is also evidence that the aforementioned function of RPL26 as a phagocytosis-activating protein into the cells may be facilitated by the alpha-2-macroglobulin (*α2M*) (100). Interestingly, *α2m* was also upregulated in fish fed dietary AQUOLIVE^®^. Moreover, this immune-related gene is known to be the most widely studied protease inhibitor that mainly functions to maintain body fluid homeostasis and is also involved in acute-phase reactions and defense against pathogens that secrete proteolytic enzymes. In this sense, *α2M* plays an important role in restricting the ability of bacteria to invade and grow during the infective process (101). This may be of particular relevance, since fish fed the AQUOLIVE^®^ diet demonstrated higher survival (96.9 ± 6.4%) in comparison to fish fed the control diet (60.7 ± 13.5%). It has been found that some highly adapted pathogenic bacteria, like *A*. *salmonicida*, can evade the host defense mechanisms producing a highly toxic serine protease, which can resist some antiproteases (102, 103). However, *α2M* has the capacity to inhibit the serine protease of *A*. *salmonicida*, thus reducing susceptibility to furunculosis among salmonids (102–104). These transcriptomic results from the HK of smolts at the end of the nutritional trial are in agreement with different mortality rates observed between experimental groups when challenged with this pathogenic bacterium.

In addition to evaluating by microarray analysis the potential immunomodulatory effects of the tested plant extract used in this study, the authors wanted to extend these possible effects with other parameters (i.e., humoral immune markers). For this purpose, different humoral immune parameters were evaluated in plasma at the end of the nutritional assay. This evaluation of plasmatic immune parameters (peroxidase, protease, antiprotease, lysozyme, and bactericidal activity) revealed no significant immunostimulant effect of the tested feed additive. These results might be supported by the hypothesis that the use of additives does not always have the expected immunological response if fish are not exposed to a real threat (outbreaks of diseases or a bacterial challenge trial) (43, 105), and also to the fact that the unnecessary activation of immune response would affect the energy budget (106), which may potentially affect growth performance. Nevertheless, it should be noted that in the presence of a pathogen *stimulus*, this basal condition was affected and apparently enhanced when we observed at the DEG analysis of fish fed the AQUOLIVE^®^-supplemented diet.

## 5 Conclusions

In summary, analysis of the HK transcriptomic profiling response to a diet supplemented with 0.15% AQUOLIVE^®^ revealed a gene expression profile that favors biological processes particularly related to immunity. This mechanism activates effector leukocytes such as granulocytes, which differentiate into neutrophils, suggesting an innate immune response promoted by the tested functional feed additive in the HK. The immune response promoted by AQUOLIVE^®^ dietary is also supported by the active control of vesicular transport and exocytosis. The overall results of our study highlighted the main biological processes induced by this dietary AQUOLIVE^®^ which might be responsible for the better performance, as shown by lower mortality rates in fish fed this additive when they were challenged with *A*. *salmonicida*. Altogether, this study indicated that the tested feed additive, rich in triterpenic and polyphenolic compounds from *O*. *europaea*, promotes systemic immunity and protects Atlantic salmon smolts against *A*. *salmonicida*. Thus, the combination of current vaccination practices conducted by the industry coupled with the administration of AQUOLIVE^®^ may represent a good strategy against furunculosis. In addition, this phytogenic may be also of interest for other marine species like European sea bass (*Dicentrarchus labrax*) suffering from furunculosis (107). Moreover, these results indicate that these phytogenics may be a promising tool to be implemented in sustainable and environmentally responsible aquaculture industry in the post-antibiotic era.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

All animal experimental procedures were complied with the Guiding Principles for Biomedical Research Involving Animals (EU2010/63) and the guidelines of the Spanish laws (law 32/2007 and RD 1201/2015) and authorized by the Ethical Committee of the Institute for Research and Technology in Food and Agriculture (IRTA, Spain) for the use of laboratory animals (FUE-2020-01314717).

## Author Contributions

Conceptualization, EG. Methodology, MDF, EV-V, FER-L, ME, CE. Formal analysis, RS, FER-L, JF, EV-V. Resources, EG. Writing original draft, RS; writing review and editing, MDF, EV-V, RS, FER, EG, LT; visualization, RS, FER-L, EV-V; supervision, EG, EV-V; project administration, EG; funding acquisition, EG. All authors have read and agreed to the published version of the manuscript.

## Funding

This work has been financially supported by the project “AQUOLIVE by NATAC”, funded by the European Union’s Horizon 2020 research and innovation program (Grant Agreement Nb. 830202). FER-L thanks the support of Fondecyt Regular grant (Nb. 1211841; ANID; Government of Chile). RS is supported by a PhD grant from the government of Paraguay (BECAL). JF has been subsidized by the Industrial PhD program of *Generalitat de Catalunya* and TECNOVIT-FARMFAES S.L. (Nb. 2017 DI 017). The funder was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication. Collaboration between Ibero-American researchers has been done under the framework of the network LARVAplus “Strategies for the development and improvement of fish larvae production in Ibero-America” (117RT0521) funded by the Ibero-American Program of Science and Technology for Development (CYTED, Spain).

## Conflict of Interest

JQ and JP are current NATAC BIOTECH S.L. employers.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

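HK transcripts were measured on 6 one-color Agilent arrays, 3 hybridized with pools from fish fed the control diet and 3 with pools from fish fed the AQUOLIVE® diet (0.15%) for 133 days. A pool held RNA of 6 fish and is the unit of replication. Growth, the humoral parameters of plasma and the bacterial challenge were not analysed here.

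The authors scanned the slides and deposited one intensity per spot and array, extracted with Agilent's Feature Extraction software, with the flags for outliers and for signal above background. They also deposited a log2 value per spot, which was compared with the intensities and equaled the log2 of the background-subtracted signal within a tolerance of 1e-08; spots whose background-subtracted signal was not above 0 have no value there. The methods name the STARS package, a filter on low-quality spots, Lowess normalization of log2 expression ratios and an unpaired test; the output of those steps was not used here, apart from the FC and p of Supplementary Table 1.

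From the intensities, the log2 of the processed signal was taken in R 4.3.3. Control spots were left out, spots marked as non-uniform or as population outliers were set to missing, and probes well above background on at least 3 of the 6 arrays were kept. Each array's log2 ratio to the mean of the 3 control arrays was fitted by robust loess (span 0.3, 4 iterations) on mean intensity and the fit was subtracted; the paper's text gives neither this reference nor a span. Spots of a probe were averaged. The diets were compared with limma 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05, two-sided), which is the test behind each adjusted p, and with the methods' t-test at an unadjusted p under 0.05 and an absolute log2 FC of at least 0.8. That minimum is not in the methods; it is the lower end of the intervals of Figure 3A and of Supplementary Table 1, both seen beforehand. Array distances were tested by an exact permutation over the 10 splits of the arrays.

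Array quality limits the precision. The share of probes well above background was 61.0%, 59.9% and 42.5% in control pools 1, 2 and 3, and 61.0%, 76.0% and 54.2% in AQUOLIVE® pools 1, 2 and 3. Each of the 6 arrays has its own slide number. By gaps between these numbers the control arrays belong to 1 slide run and the AQUOLIVE® arrays to another, so neither slide nor slide run can be fitted as a block.

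Probes were named through their RefSeq accession, without version, in the gene table of the Ssal_v3.1 assembly. Of 42386 probes, 40932 have an accession and 25641 were found in the table; 17486 of those have a locus number in place of a symbol, and 8155 have a symbol. Genes of the paper were matched by exact symbol or synonym, or by the symbol followed by the suffix of a salmon gene copy (such as a, b or -like). Of the 1027 lines of Supplementary Table 1, 268 were matched to a probe and 234 to a kept one. Where several probes carry a symbol, the one with the highest mean signal was used; no line of Supplementary Table 1 could be tied to a probe by its FC and p.

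The genes named in the text are those of the paper's Table 2, aqp10a and usp50 (the annotated genes with the largest rise and fall in Supplementary Table 1, so values of the paper had been seen), and the 3 probes with the largest rise and the 3 with the largest fall past limma's adjusted p with no overlap between the diets, filled up from probes with an unadjusted p under 0.01. Of the 23 genes taken from the paper, 5 had a kept probe by symbol: cd9, cd68, cd74, rab9a and tnfaip3. Genes of the paper's 3 lists that are named beside their tallies, LOC106612733 and tnfsf10l lie outside this rule and were named after their values were seen. At most 2 identifiers of unnamed probes are printed per direction. A probe below background on every array of a diet has no measured level there. Its FC takes as floor on each of those arrays the higher of its own signal and the lowest signal among probes well above background. The mean of the other diet is set against the mean of these values. That lowest signal is not an upper limit for spots below background, so such an FC is not a strict lower bound.

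Gene lists written beforehand from general knowledge, and not from these arrays, were tested with limma's camera (preset correlation 0.01), and again with fry and with camera's estimated correlation: neutrophil and granule genes, NF-kappaB components and targets, p53 targets, degranulation machinery, B-cell genes, T-cell genes, erythrocyte genes, interrenal and chromaffin genes, macrophage and antigen presentation genes, and heat shock and stress genes. Between 28.6% and 53.3% of a list's genes had a probe by symbol before the filter, and only kept probes with a value on every array were tested.

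The main setting, the tests, the naming rule, the gene lists and the alternatives were chosen before the data were examined: 75th percentile scaling, quantile normalization, loess against the mean of all 6 arrays, a loess span of 0.7, the deposited log2 values as they are, normexp background correction (offset 50), no filter on dim probes or a filter that asks for all 6 arrays, outlier spots kept, each array left out in turn, the pool number as a block, limma with an intensity trend or array weights, other tests and thresholds, and other rules for the probe of a gene. Normexp was run on the median signal, because the files hold no mean signal. Before the main results were final, 348 configurations of signal, reference, Lowess fraction, filter and test were tried (402 runs, some of them repeats) to look for the one behind Supplementary Table 1, with statsmodels 0.14.6. None matched clearly more of its lines than of lines with shifted values. The largest excess was 32 lines, 443 against 411, and the configuration with most matches placed 486 of the 1027 lines within 0.01 of a probe's log2 FC and 0.02 of its log10 p, against 509 when the table's values were shifted. That search showed how many probes pass under each configuration; the main setting was not changed after it, and 4 alternatives it led to were added after the values were seen: the median signal without background subtraction, dim spots left out on each array, and scaling by the array mean with outlier spots left out or kept.

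The code was tested on simulated arrays with the means and spreads of the 25826 kept probes. With 200 probes changed by 3 on the log2 scale, the mean recovered change over 5 draws was 2.95 (2.79 to 3.06 by draw), 94.0% of the changed probes passed the methods' threshold and 62.3% limma's adjusted one. That change is larger than the median absolute log2 FC of 1.29 of the probes past the methods' threshold, and these shares do not hold for smaller changes. With no change, limma called 0 probes and a mean of 488 passed the methods' threshold. The simulated noise was independent between probes, apart from a smooth intensity curve per array, so errors that probes share are not covered. An earlier simulation with stronger intensity curves per array recovered the change less closely and was replaced. Loess may leave a part of such strong curves, which was not tested. For the list tests, 1 of 10 lists of 10 probes was shifted by 1: camera and fry each called it in 5 of 5 draws and each called 1 of 45 unshifted lists. With an estimated correlation, camera called the shifted list in 4 of 5 draws and 0 of 45 unshifted ones. The simulated probes of a list had independent noise, so correlation between genes was not tested.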

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

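All tests in this part were chosen after the values were seen.

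The arrays carry 10 spike-in transcripts, which were added to every RNA sample in fixed amounts and come from no fish; the paper reports no values for them. Their signal was normalized with the loess fit of the kept probes. Of the 10, 2 passed the methods' threshold between the diets. E1A_r60_n9 had a mean log2 signal of 14.46 on the control arrays and 16.47 on the AQUOLIVE® arrays, a difference of 2.01. For E1A_r60_3, 16 of 96 spots were well above background on the control arrays and 96 of 96 on the AQUOLIVE® arrays. The difference of 2.36 is therefore taken from a level close to background. With the lowest signal among probes well above background in place of lower control values, E1A_r60_3 was 4.13-fold higher (2.05 on the log2 scale). This is not a strict lower bound. The same 2 passed with 75th percentile scaling, with a difference of 2.23 for E1A_r60_n9 and of 2.96, from that low level, for E1A_r60_3. The other 8 differed by -0.64 to 0.63. The -0.64 is of E1A_r60_a104, with 0 of 96 spots above background on the control arrays and 11 of 96 on the AQUOLIVE® arrays. It is therefore not a measured difference. For 5 of the 9 transcripts with a value on all 6 arrays the diets did not overlap, where chance gives 10% of transcripts.

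The design gives no biological explanation for a change in 2 of 10 added transcripts, and none was tested. A difference between the arrays of the diets in the spike-in mix, the labeling or the slide run stays open, since 0 slide runs hold both diets and the values do not separate these. An intensity-dependent response of the arrays is argued against: E1A_r60_n11, next in brightness to E1A_r60_n9, differed by -0.51, the opposite way. The dim array of control pool 3 is argued against too, since without it the smaller of the 2 differences was still 1.35.

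The spike-in slope was 0.810 to 0.889 on the control arrays and 1.05 to 1.08 on the AQUOLIVE® arrays. What this means for the fish transcripts stays open. Diet, slide run and scan order change together here, so a part of the probes that differ between the diets may be technical, and the number of slide runs that hold both diets, which could separate them, is 0.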

How the results depend on the processing

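The alternatives that set spots not well above background to missing on their array, that use the median signal without background subtraction, and that scale each array by its mean with outlier spots left out or kept, and the 348 configurations of the search, were chosen after seeing the data; all other alternatives and tests in this part were planned.

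The distance between diets over that within diets stayed above 1 under all 19 alternatives run for it, from 1.05 to 1.31. Among the genes of the paper, tnfaip3 and rab9a stayed higher and cd9 and cd68 lower under every alternative that kept their probe (the filter on all 6 arrays drops tnfaip3 and rab9a, and leaving out dim spots drops rab9a), except that in the deposited log2 values as they are cd9 was 0.59 and cd68 0.36; there the median of all kept probes is 0.98 higher with the AQUOLIVE® diet. No adjusted p of these 4 genes fell below 0.0505. The log2 FC of cd74 changed sign: it was 0.11 with 75th percentile scaling, 0.17 with a loess span of 0.7, 1.21 in the deposited values, 0.17 with normexp, 0.089 with all probes, 0.30 with the median signal, 0.0017 with array weights, 0.059 with the replicate block, and -0.23 (without AQUOLIVE® pool 3) to 0.15 (without AQUOLIVE® pool 1) with each array left out, reversed also without control pool 2 (0.082). The causes were not tested.

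The number of probes past limma's adjusted p, 4 in the main setting, was 29 with 75th percentile scaling, 2 with quantile normalization, 0 in the deposited values (3375 at an unadjusted p under 0.05), 7 with normexp, 1 with all probes, 30 with the filter that asks for all 6 arrays, 27 with an intensity trend, 0 for the methods' t-test after Benjamini-Hochberg (4068 unadjusted), 0 with the median signal (3755 unadjusted in limma), 1 with dim spots left out on each array, 44 with array mean scaling and 1 with array mean scaling and outlier spots kept. With each array left out in turn it was 0 to 60: 60 without AQUOLIVE® pool 2 and 0 without any other. Of these calls, 4 of 29, 2 of 2, 3 of 7, 1 of 1, 1 of 30, 1 of 1, 4 of 44, 1 of 1 and 4 of 60 are among the 4 of the main setting, in the order 75th percentile, quantile, normexp, all probes, all 6 arrays, dim spots left out, array mean, array mean with outlier spots kept and without AQUOLIVE® pool 2. Calls with a lower signal, of which the main setting has 0, came with some of these: 26 of 29 were higher with the 75th percentile, 22 of 30 with the filter on all 6 arrays, 22 of 27 with an intensity trend, 4 of 5 with array weights, 40 of 44 with array mean scaling and 15 of 60 without AQUOLIVE® pool 2.

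The number past the methods' threshold, 2336, was 692 with normexp, 1124 with the filter on all 6 arrays (16663 probes tested in place of 25826), 3622 with limma's unadjusted p, 4068 with no minimum FC, 1125 with the median signal, 1383 with dim spots left out and 1410 with array mean scaling (2856 with outlier spots kept). With each array left out in turn it was 1119 to 2504; it moved by over 1.5 times without AQUOLIVE® pool 1 (1382) and AQUOLIVE® pool 3 (1119). The causes were not tested. Welch's form of the test gave 1671. Of the single probes, Ssa#XM_014187914.1 stayed past limma's adjusted p under 15 alternatives and did not under 9, and Ssa#XM_014181897.1 stayed under 10 and did not under 13. Both lost it with each array left out in turn except AQUOLIVE® pool 2, in the deposited values, with the median signal, with the replicate block and in the methods' t-test after adjustment; their adjusted p ranged from 0.000883 to 0.344 and from 0.0150 to 0.359. dmrt3a passed it with 75th percentile scaling (adjusted p 0.0499), with an intensity trend (0.0463) and with array mean scaling (0.0373), of a range up to 0.487, and LOC106600554 with array mean scaling (log2 FC -6.29, adjusted p 0.0359).

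The share of these probes that was higher, 57.7%, was 69.4% with 75th percentile scaling (1605 of 2314), 99.1% in the deposited values, 82.4% with normexp, 64.2% with all probes, 62.0% with the filter on all 6 arrays, 55.2% with limma's unadjusted p, 51.4% with no minimum FC, 80.5% with the median signal, 64.6% with dim spots left out and 73.0% with array mean scaling. It was reversed with array mean scaling and outlier spots kept, at 26.5%. The 2 differ only in those spots, which hold 36.5% of the summed signal of AQUOLIVE® pool 2. With each array left out the share was 46.4% to 69.1%; it was reversed without AQUOLIVE® pool 2 (46.4%). Over the 348 configurations of the search it ran from 1.68% to 99.3%. The other causes were not tested, except that the deposited values are not scaled between arrays.

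The tallies of the paper's gene lists moved in few settings. In the deposited values 7 of 8 NF-kappaB genes and 10 of 10 degranulation genes were higher. With the filter on all 6 arrays 0 of 5 NF-kappaB genes and 5 of 7 p53 genes were higher, since fewer genes are kept. Of the gene lists written beforehand, camera called 0 in the main setting, 2 with normexp, 1 with all probes, 1 with the filter on all 6 arrays, 2 with the median signal, 1 with dim spots left out and 0 to 2 with each array left out (2 without control pool 1, 1 without AQUOLIVE® pool 1); these were the NF-kappaB or the T-cell list, both higher. The test fry called 1, heat shock and stress genes, lower.

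Pool numbers are shared by the diets, but the correlations of the deviations of same-numbered pools were 0.21, -0.06 and 0.03, so the pools share only a number. With the replicate block limma called 0 probes (4160 at an unadjusted p under 0.05) and the paired form of the methods' test 1381. The slide as a block was not run, since each array here has its own slide number. Signal over background limits all counts: 42386 probes fall to 25826 when 3 of 6 arrays must be above background and to 16663 when all 6 must.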

Differences from the paper's values

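The paper reports 1027 DEGs. Here 2336 probes passed the methods' threshold in the main setting. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with normexp background correction (692), with the filter on all 6 arrays (1124), without AQUOLIVE® pool 1 (1382), without AQUOLIVE® pool 3 (1119) and with the replicate block in a paired test (1381), and it was not with the other 14. Of the 348 configurations tried to look for the processing behind Supplementary Table 1, which were chosen without a plan and with the paper's values in view, 184 gave a count within 1.5 times of the paper's, and 85 of these also a share of higher probes within 5 points of the paper's. The closest gave 1028 probes, 74.4% of them higher, with the background-subtracted signal, spots not well above background left out, the mean of the control arrays as reference and a Lowess fraction of 0.1; it drops 178 of the 268 genes of Supplementary Table 1 that have a probe by symbol, and the fewest dropped was 147 among the 184 and 136 among all 348, there with 2519 probes past the threshold. Of the 4 alternatives added after the values were seen, the median signal without background subtraction gave 1125 probes and drops 132 of 234 matched genes, leaving out dim spots on each array gave 1383 and drops 147, scaling by the array mean gave 1410 and drops 166, and the same with outlier spots kept gave 2856 and drops 161. The main setting itself drops 126 of the 234. A drop in the search is a gene, of the 268, not called in the paper's direction. In the main setting and these 4 alternatives it is a gene, of the 234, not past the threshold, whatever its direction. The drops of the search and of the main setting can therefore not be compared.

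The paper's share of upregulated DEGs is 78.4%, and the value here is 57.7% (95% confidence interval 55.6 to 59.7, for counting error only). The 2 shares are less than 1.5 times apart, but so are the paper's and the 99.1% of the deposited values. This rule therefore says little about a share, and the interval does not reach the paper's value. Upregulated between 1.4 and 2.5 the paper has 238 genes, against 534 probes here; this was within 1.5 times with the filter on all 6 arrays, without AQUOLIVE® pool 1 and without AQUOLIVE® pool 3, and not with the other 12 alternatives set before the data were examined. Between 2.5 and 5.0 the paper has 41, against 129; normexp and the filter on all 6 arrays came within 1.5 times, and the other 13 did not. Above 5.0 the paper has 1, against 4; the filter on all 6 arrays came within 1.5 times, and the other 14 did not. For the downregulated genes the paper has 185, 36 and 1 in the intervals from 0.8, 1.4 and 2.5, against 653, 305 and 30, and no alternative set before the data were examined came within 1.5 times. The median signal without background subtraction, chosen after seeing the values from the search for the paper's counts, came within 1.5 times for the upregulated genes (238, 45 and 1) and for 2 of the 3 intervals of the downregulated ones (193 and 25); leaving out dim spots, chosen after seeing the values too, did so for the upregulated genes (273, 42 and 1). They drop 132 and 147 of the 234 matched genes of the paper, and the main setting 126; the direction was the paper's for 185 and 174, and for 177 in the main setting. Scaling by the array mean, chosen after seeing the values too, came within 1.5 times for the downregulated genes from 0.8 (205), and with outlier spots kept for the upregulated ones from 1.4 (315); these drop 166 and 161.

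For cd9 the paper's Table 2 gives a log2 FC of -0.89, and the value here was -0.68, a difference just larger than the SD of 0.20 between pools. It was under the minimum FC of 0.8 in the main setting, and it passed the methods' threshold without AQUOLIVE® pool 2 and with no minimum FC. The value was within that SD of the paper's with loess against the mean of all 6 arrays, with outlier spots kept, without control pool 2 and without AQUOLIVE® pool 2, and not with the other 17 alternatives set before the data were examined; it was with array mean scaling, chosen after seeing the values, with outlier spots left out (-0.72) or kept (-0.91), which drop 166 and 161 of the 234 matched genes. Supplementary Table 1 has a second line for cd9 with a larger fall, and which line belongs to the probe here is not known. For cd74 the paper gives 1.63 and the value here was -0.038; none of the 21 alternatives set before the data were examined came within the SD between pools, the nearest being the deposited log2 values (1.21), in which cd74 passed the methods' threshold. The probe here is that of cd74a, and which copy the paper measured is not known. For rab9a the paper gives 1.10, and the value with the floor here was 1.98 on the log2 scale. With normexp that value was 0.73, below the paper's. With the other 13 alternatives set before the data were examined it exceeded the paper's by over 1.5-fold. A spot below background can lie above the floor, so this excess does not establish a larger rise than the paper's. The median signal, chosen after seeing the values, gave 1.24 with the floor on the log2 scale, and it drops 132 of the 234 matched genes, against 126 in the main setting. Past the methods' threshold here were 108 of those 234 genes in the main setting, and 54 to 113 under the alternatives set before the data were examined.

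Of the 8 genes of the paper's NF-kappaB node that have a kept probe, 7 are upregulated in the paper's Supplementary Table 1 and 3 were higher here. Of the 10 of its leukocyte degranulation node, 8 are upregulated in the paper's table and 4 were higher here. In both cases the deposited log2 values came within 1.5 times, and the other 15 alternatives set before the data were examined that kept the same genes did not. The deposited values are not scaled between arrays, and there the median of all kept probes is 0.98 higher with the AQUOLIVE® diet. The match in them therefore decides nothing about these genes. For the p53 node, 9 of 10 are upregulated in the paper's table and 8 were here.

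In the heatmap of Figure 3C, read by eye, control pool 1 stands farthest from the AQUOLIVE® pools. Over the probes past the methods' threshold here, control pool 3 lay farthest, at -50.8 on the first component, and control pool 1 nearest, at -29.2. Whether the pool numbers of the figure are those of the sample labels is not known. The diets lay apart on that axis, as the paper has them on its DEGs. In both cases the probes were chosen for differing between the diets, so a separation had to appear and is no independent evidence.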

Other observations

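The counts over the other splits, the slide runs, array quality, the scaling by the array mean and the direction of the paper's genes were tested after the values were seen; the share without control pool 3, the share by brightness and the splits of the gene lists were not.

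By regrouping the 6 arrays chance cannot be excluded, since the 10 splits cannot give a share under 0.1. The real split gave more probes past limma's adjusted p than any other (1 of 10 splits as large) and more past the methods' threshold (1 of 10). The other 9 splits gave 36 to 674 probes past the methods' threshold, with a median of 275, and 0 past limma's adjusted p. For the gene lists all 10 splits gave as many as the 0 of the real one, which had to be so with a count of 0 and decides nothing. Slide run and scan order cannot be told apart from the diet, because 0 slide runs hold both diets.

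More probes past the methods' threshold were higher than lower with the AQUOLIVE® diet. The dim array of control pool 3 is argued against as the cause, since without it the share rose from 57.7% to 69.1%. So is the treatment of dim probes, since the share was 64.0% among the brighter kept probes (550 of 860) and 54.0% among the dimmer ones (797 of 1476), split at the median signal. The array of AQUOLIVE® pool 2 stays open, since without it the share was 46.4% and more probes were lower. Scaling stays open too, with shares of 57.1% with a loess span of 0.7, 69.4% with the 75th percentile, 73.0% with the array mean, 26.5% with the array mean and outlier spots kept, and 99.1% in the deposited values; in the search over 348 configurations it ran from 1.68% to 99.3%. Slide run and the diet stay open as well.

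Control pool 1 and AQUOLIVE® pool 2 were each other's closest array. Array quality stays open, since by the share of probes well above background AQUOLIVE® pool 2 is the highest and control pool 1 is number 3 of the 6 arrays. A biological likeness of the 2 pools was not tested.

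The direction of the paper's DEGs was compared with the values here for the 234 genes with a kept probe by symbol. For 177 of them, 75.6%, it was the same, where the direction of all kept probes would give 49.1%, so chance agreement of direction is argued against. In some lines of Supplementary Table 1, as at lnp1 and kif5c, the description and the acronym do not belong together, so the match by acronym is limited. Of the genes that the paper has as upregulated, 149 of 191 were higher here, and of those it has as downregulated, 28 of 43 were lower. Across these genes the Pearson r of the log2 FC was 0.52 and the Spearman rho 0.46; genes are not independent replicates, and since both sets of values come from the same arrays, this is no independent evidence of a diet effect. Past the methods' threshold were 108 of the 234.

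Of the 10 gene lists written beforehand, camera called 0 at an adjusted p under 0.05 (4 at an unadjusted p). The median log2 FC was 0.71 for NF-kappaB components and targets (8 of 9 probes higher, adjusted p = 0.0602 from limma's camera) and 0.70 for T-cell genes (6 of 7, adjusted p = 0.0602). It was 0.33 for p53 targets (10 of 12, 0.105), 0.54 for erythrocyte genes (3 of 5, 0.419) and 0.05 for B-cell genes (2 of 4, 0.934). It was below 0 for heat shock and stress genes (-0.39, 1 of 8 higher, 0.109), interrenal and chromaffin genes (-0.30, 1 of 3, 0.464), neutrophil and granule genes (-0.10, 5 of 13, 0.714), macrophage and antigen presentation genes (-0.06, 3 of 10, 0.672) and degranulation machinery (-0.03, 3 of 7, 0.907), the last with a camera direction opposite to its median. In the deposited values, which are not scaled between arrays, every probe of these 5 lists was higher (8 of 8, 3 of 3, 13 of 13, 10 of 10 and 7 of 7). With fry, heat shock and stress genes had an adjusted p of 0.0151 and the other 9 lists one of 0.106 or more; with an estimated correlation the smallest adjusted p was 0.351. Single probes past limma's p adjusted over the list alone were 2 of the erythrocyte list, 1 of the T-cell list and 1 of the neutrophil list, and 0 over all probes tested. Of the genes written in the lists at most 53.3% have a probe by symbol before the filter, so a list's result is that of its named part. The tests used only kept probes with a value on every array, which left 3 probes of the interrenal and chromaffin list. Probes and not genes are counted: the 7 T-cell probes come from at most 5 genes. Between 0 and 6 genes of a list are among the paper's DEGs, with the 6 in the erythrocyte list.

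Among probes whose identifier opens with Spx, for which the files give no gene, 4 of 24 kept probes passed the methods' threshold, 3 of them higher; one of these is among the 4 probes past limma's adjusted p. Of the other 3 of those 4, 1 has the locus number LOC106612733 (log2 FC 3.46, adjusted p = 0.0284 from limma) and 2 are not in the gene table; the first was chosen after its value was seen. A probe listed as tnfsf10l, which the naming rule does not take for the paper's tnfsf10, was also chosen after its value was seen: its log2 FC was -0.79 (adjusted p = 0.377 from limma), with 2 of 3 arrays of each diet above background.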
